# Single cell analysis of developing Merkel cells reveals the emergence of non-coding RNA biotypes as a hallmark of terminal differentiation

**DOI:** 10.1038/s41418-026-01663-3

**Published:** 2026-02-03

**Authors:** Lingling Miao, Loren Collado, Savannah Barkdull, Patrick Hallaert, Mackenzie R. Martin, Berkley E. Gryder, Michael C. Kelly, Stefania Dell’Orso, Matthew W. Kelley, Isaac Brownell

**Keywords:** Development, Gene expression, Gene regulation

## Abstract

RNA processing generates diverse protein-coding and non-coding transcripts, yet RNA biotype diversity during cellular differentiation is not well characterized. Merkel cells (MCs) are cutaneous mechanosensors. We analyzed full-length transcripts of FACS-sorted single mouse MCs at all stages of development and discovered that their terminal differentiation was accompanied by an emergence of non-coding transcripts associated with genes related to MC function. Non-coding RNAs upregulated during terminal differentiation included retained intron transcripts capable of forming nuclear condensates that contained their cognate mRNAs. We showed that *Aspa* retained intron condensates prevented the nuclear export of *Aspa* mRNA, reducing ASPA expression. Transcripts associated with terminal differentiation in five other mammalian cell types also showed an increased abundance of non-coding biotypes and this was attenuated in differentiation-defective Down syndrome neurons. These findings strongly suggest that the emergence of non-coding transcripts is a general feature of terminal differentiation and retained intron condensates can function to regulate gene expression.

## Introduction

Transcription of eukaryotic genomes and post-transcriptional RNA processing, such as alternative splicing, generates diverse RNA species, including protein-coding and non-coding transcript biotypes [1–3]. In addition to canonical mRNA isoforms, regulated splicing also produces transcript biotypes such as those with retained introns or those channeled to nonsense-mediated decay (NMD) [4–6]. Non-coding RNA biotypes increase the diversity and complexity of eukaryotic transcriptomes. In many cases, these non-coding biotypes play important roles in regulating gene expression [7–11]. Although individual splicing factors and non-coding transcripts have been reported to regulate aspects of development, global changes in RNA biotype diversity during cellular differentiation are not yet fully characterized.

Single-cell RNA sequencing (scRNA-seq) using SMART (Switching Mechanism at the 5′ end of RNA Template) technology library preparation has the potential to capture full-length transcripts and generate deep sequencing data appropriate for transcript-level analysis and the temporal modelling of cellular differentiation [12, 13]. Recent studies have demonstrated heterogeneity in transcript isoform expression among single cells, developmentally regulated alternative splicing events, and dynamic expression of splicing factors and RNA-binding proteins during cell development [14–17]. Unique non-coding RNA expression patterns have also been associated with cell cycle and developmental states [18]. Studying single-cell transcriptomes to understand the protein-coding and non-coding transcript landscape is needed to fully explore cell state changes during differentiation.

Merkel cells (MCs) are neuroendocrine cells found in the basal layer of skin that are innervated by sensory nerve endings and function in light touch sensation [19]. We analyzed the transcriptomes of differentiating MCs using Smart-seq2 scRNA-seq to map their developmental trajectory. Our findings revealed an emergence of non-coding transcripts, including retained intron (RI) transcripts, during terminal differentiation. Some of these RI transcripts acted as post-transcriptional regulators by forming nuclear condensates that sequestered their cognate mRNAs and downregulated protein expression. Analysis of other differentiating cell types confirmed that the emergence of non-coding transcript biotypes is a hallmark of terminal differentiation. Additionally, neurons from patients with Down syndrome (DS) showed reduced non-coding transcript emergence, consistent with impaired neuronal maturation.

## Results

### FACS-based scRNA-seq identifies trajectory for mouse MC differentiation

Sensory MCs in mouse skin express SOX2 and GFI1 [20–22]. To define the full trajectory of MC differentiation, we isolated MCs from both *Sox2*^*GFP/+*^ and *Gfi1*^*GFP/+*^ reporter mice at embryonic (E16.5, E17.5, E18.5), neonatal (P0), and postnatal timepoints (P6) using fluorescence-activated cell sorting (FACS). 

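Smart-seq2 libraries were made from single sorted cells, and each column of the authors' deposited tables holds 1 cell. The values come from the GFP-positive cells that the labels call Merkel cell (MC, 650 cells) or keratinocyte (49 cells, taken as the MC precursors). At P0 there were 530 MCs, 56.8% of them from Gfi1-GFP mice and the others from Sox2-GFP mice. At other ages Sox2-GFP mice gave 47 MCs at E18.5 and 7 at P6, and Gfi1-GFP mice gave 4 at E16.5, 2 at E17.5 and 60 at P6. The keratinocytes numbered 12 at E18.5, 18 at P0 and 12 at P6 from Sox2-GFP mice, and 1 at P0 and 6 at P6 from Gfi1-GFP mice. No label names an animal, and the Methods give 1 litter for each reporter and time point, except 3 litters for Sox2-GFP cells at P0. Cells are therefore not replicates, and all cells of the same reporter and time point were counted as 1 sample, called a pool. The titles of the cells fall into 3 sets, which were taken as the 3 sequencing libraries of the Methods. The authors aligned reads with STAR and estimated TPM for genes and transcripts with RSEM, and each cell's values sum to 1000000. From there, values were taken as log2(TPM+1), and cells were ordered by diffusion pseudotime in place of Monocle. The order used 10 principal components of the 2000 most variable genes among those above 1 TPM in at least 35 cells, and 30 nearest neighbours. It started from the GFP-positive keratinocyte farthest from the P6 MCs, and was expressed as a rank from 0 to 1 and as 10 bins of 69 or 70 cells. Biotypes came from the GENCODE annotation of GRCm38, which holds 122295 of the 123064 transcript identifiers in the table.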

We prepared single-cell poly-A selected cDNA libraries using the Smart-seq2 method [12], which were then deeply sequenced to yield ~3 million uniquely mapped reads per cell. 

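TPM values keep no record of the reads behind them, so the number of reads per cell could not be recomputed, and the number of detected genes stands in for depth. Across the GFP-positive MCs and keratinocytes, the median number of genes above 0 TPM was 6064 (range 2902 to 10418), and the median number above 1 TPM was 4535. Among MCs at P0, the median number of genes above 1 TPM was 4478 in Sox2-GFP cells and 4479 in Gfi1-GFP cells. At P6 it was 3969 in Sox2-GFP MCs and 4362.5 in Gfi1-GFP MCs, and Sox2-GFP MCs at E18.5 had the highest median of the MC pools, 5473.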

A total of 698 single MC transcriptomes passed quality control. 

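Every one of the 1057 deposited cells had more than 2000 genes above 0 TPM and less than 10% of its TPM from the 37 mitochondrial genes, so the tables hold only cells past the filter given in the Methods. In the GFP-positive cells labelled MC or keratinocyte, the mitochondrial share had a median of 5.33% (range 0.0840% to 9.95%).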

A trajectory analysis using Monocle [23] ordered single cells along an unbranched pseudotime-line (Fig. 1A). As expected, the cell trajectory was consistent with sampling timepoints (Supplementary Fig. 1A) and MCs from both *Sox2*^*GFP/+*^ and *Gfi1*^*GFP/+*^ reporters were similarly distributed along the pseudotime-line (Supplementary Fig. 1B). 

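In the rebuilt order the median rank of the keratinocyte groups lay between 0.016 and 0.17, the latter a single cell. Among Sox2-GFP MCs it was 0.33 at E18.5, 0.264 at P0 and 0.523 at P6, so that P6 lay 0.259 above P0. Among Gfi1-GFP MCs it was 0.513 at E16.5, 0.40 at E17.5, 0.745 at P0 and 0.74 at P6, a difference of -0.00501 between P6 and P0. At P0, Gfi1-GFP MCs had a median rank 0.481 above that of Sox2-GFP MCs, and the ranks hardly overlapped, with 0.471 the highest among Sox2-GFP MCs and 0.464 the lowest among Gfi1-GFP MCs. Within each of the 3 title sets ordered alone, this difference was 0.362, 0.400 and 0.401. The 2 reporters have 1 pool each at P0 and P6, and the difference between them was not tested. Along the first principal component, an order set in advance, it was 0.122, with ranks at P0 from 0.036 to 0.981 in Sox2-GFP and from 0.047 to 0.999 in Gfi1-GFP MCs. The alternative that moved it most was chosen after seeing the data and is called the reporter-centred order. It shifted every gene in Gfi1-GFP cells so that the mean of P0 MCs was equal in both reporters, which removes their mean difference at P0 by construction and gave a difference of -0.0501. In that order the median rank of P6 MCs was 0.91 in Sox2-GFP and 0.958 in Gfi1-GFP cells, against 0.50 and 0.45 at P0, and 0.75 in Sox2-GFP MCs at E18.5. The ranks of cells in both orders were correlated with r = 0.479 across cells, which are not independent samples.

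**Figure D1:**
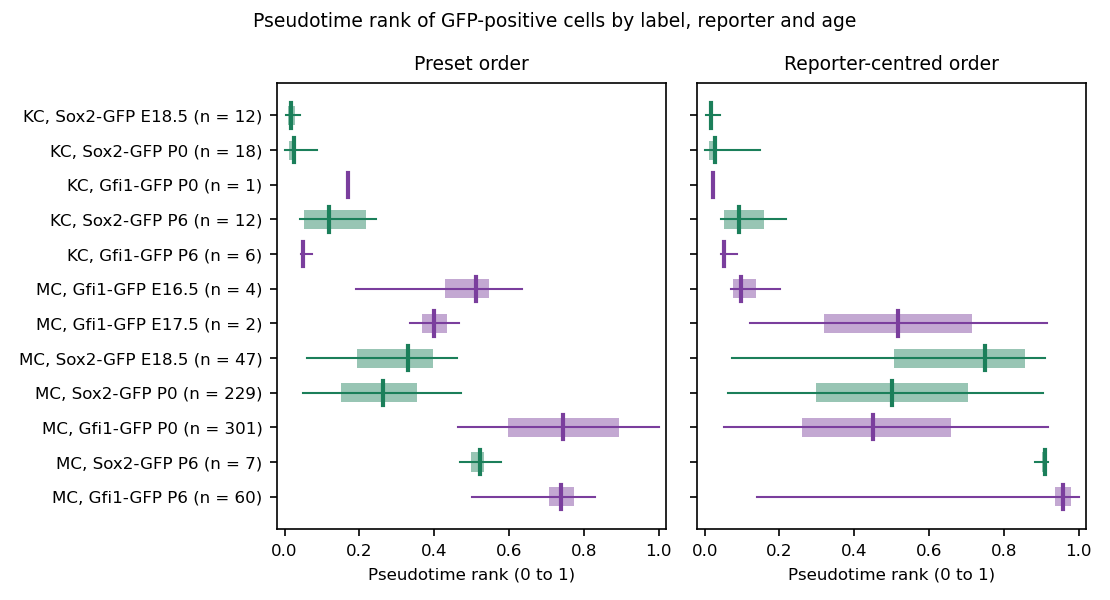
Pseudotime rank (0 to 1) of GFP-positive cells in the preset order and in the reporter-centred order, by label (MC or keratinocyte, KC), reporter and age. Thick lines mark medians, boxes quartiles and thin lines the range over cells, and in the preset order P0 MCs lie at a median of 0.264 with Sox2-GFP and 0.745 with Gfi1-GFP.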

To validate the pseudotime axis relative to MC differentiation, we examined the dynamic expression of genes associated with MC progenitors (Supplementary Fig. 1C) and differentiated MCs (Supplementary Fig. 1D). Expression of progenitor markers such as *Krt5*, *Krt14*, and *Krt17* decreased rapidly early on in differentiation (Supplementary Fig. 1C). Conversely, markers of differentiating MCs such as *Atoh1, Krt8*, and *Krt18* increased expression over the trajectory. 

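The first bin of cells held 42 of the 49 keratinocytes, and 6 of its 70 cells came from Gfi1-GFP mice. The last bin held 69 cells, all of them Gfi1-GFP, and 0 P6 MCs, which were most numerous in bin 8 (37). Changes from first to last bin in the preset order therefore also set Sox2-GFP against Gfi1-GFP cells, and do not end at the oldest MCs. Mean log2(TPM+1) of Krt5 (ENSMUSG00000061527.6) fell from 7.09 in the first bin to 2.30 in the second and 1.75 in the last. For Krt14 (ENSMUSG00000045545.8) it went from 8.82 in the first bin through 5.21 in the second to 3.72 in the last, and for Krt17 (ENSMUSG00000035557.9) from 10.79 through 10.64 to 5.86. Without pseudotime, MCs were compared with keratinocytes inside each of the 4 pools with at least 5 cells of both labels, Sox2-GFP at E18.5, P0 and P6 and Gfi1-GFP at P6. The MC minus keratinocyte difference was -6.43 ± 2.66 (SD, n = 4 pools) for Krt5, -4.44 ± 2.79 for Krt14 and -2.60 ± 1.61 for Krt17, below 0 in 4 of 4 pools for each. An exact two-sided sign-flip permutation test gave p = 0.13 for each gene, the smallest p that 4 pools allow. The paper does not state how cell types were labelled, and if expression was used, the comparison of labels is not independent of these genes. Ordering cells by the first principal component moved the trends of the 9 markers named in the paper most. It kept the direction of Supplementary Fig. 1C and D for Krt5, Krt14 and Krt17, 3 of 9, against 9 in the preset order. That order has keratinocytes at both ends, with median ranks in Sox2-GFP cells of 0.015 at E18.5, 0.033 at P0 and 0.947 at P6. Gfi1-GFP keratinocytes at P6 had 0.538. A change along it therefore does not run from keratinocytes to MCs alone.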

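Mean log2(TPM+1) of Atoh1 (ENSMUSG00000073043.5) rose from 6.59 in the first bin to 8.75 in the last, with its highest value, 9.62, in bin 7. Krt8 (ENSMUSG00000049382.9) went from 9.03 to 11.53 and was highest in bin 6 at 12.77, and Krt18 (ENSMUSG00000023043.6) went from 7.30 to 9.33 and was highest in bin 6 at 10.34. The rise of each was larger than the SD between the reporters' MC pools, which was 0.21 for Atoh1, 0.51 for Krt8 and 0.62 for Krt18. It lies between the first bin, with 42 of the 49 keratinocytes, and the second, and Spearman's rho with the rank over all cells, as a description, was 0.072, 0.00067 and -0.059. Within MCs, the change from P0 to P6, beside -0.24 for the median transcript, was -1.95 in Sox2-GFP and -2.19 in Gfi1-GFP cells for Atoh1, -0.50 and -1.68 for Krt8, and -0.23 and -1.19 for Krt18. With the reporter-centred order the last bin exceeded the first by 0.64 for Atoh1, 1.45 for Krt8 and 1.46 for Krt18. Along the first principal component the change from first to last bin was -0.92 for Atoh1, -0.38 for Krt8 and -0.56 for Krt18. Compared by label inside the pools, the MC minus keratinocyte difference was 4.48 ± 1.12 (SD, n = 4 pools) for Atoh1, 5.43 ± 2.24 for Krt8 and 5.07 ± 2.35 for Krt18, above 0 in 4 of 4 pools.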

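For Piezo2 (ENSMUSG00000041482.16), mean log2(TPM+1) was 3.71 in the first bin, 6.21 in bin 6, its highest, and 5.39 in the last bin. Krt20 (ENSMUSG00000035775.2) went from 4.60 to 8.36 and Rab3b (ENSMUSG00000003411.10) from 5.90 to 10.32. Both were highest in bin 10, which holds Gfi1-GFP cells but no P6 MC. Within MCs, the change from P0 to P6 was -0.25 in Sox2-GFP and -1.23 in Gfi1-GFP cells for Piezo2, -1.75 and -1.96 for Krt20, and 0.77 and -0.73 for Rab3b. The rises over the bins exceeded the SD between the reporters' MC pools, which was 0.63, 0.10 and 0.53 for the same genes. With the reporter-centred order the rise was 0.69 for Piezo2, 0.74 for Krt20 and 2.55 for Rab3b, while along the first principal component the last bin minus the first was -0.86, -0.30 and -0.03. MCs exceeded keratinocytes of the same pool by 3.08 ± 0.87 (SD, n = 4 pools) for Piezo2, 3.39 ± 1.20 for Krt20 and 5.29 ± 2.30 for Rab3b, in 4 of 4 pools. Of the reporter genes themselves, Gfi1 was higher in MCs in 4 of 4 pools, by 3.12 ± 1.15, and Sox2 in 3 of 4, by 1.07 ± 0.88, with none detected in either label at P6 in Sox2-GFP cells (exact sign-flip permutation test, p = 0.25).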

Finally, mature MC genes such as *Piezo2*, *Krt20*, and *Rab3b* were all highly expressed later in the trajectory (Supplementary Fig. 1D).

**Fig. 1:**
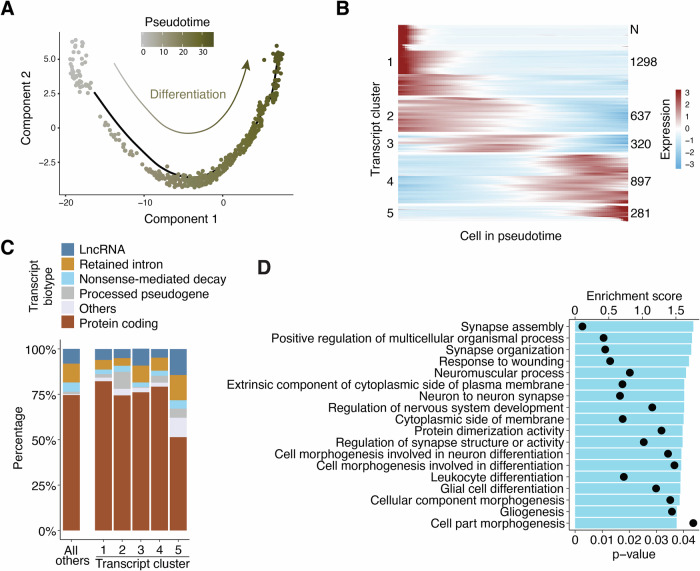
MC terminal differentiation is accompanied by emergence of non-protein coding transcript biotypes associated with genes related to cell specific function. **A** Monocle-generated trajectory plot representing differentiation pseudotime ordering of single MCs. **B** Scaled and centered expression heatmap of transcripts with dynamic expression over the MC differentiation pseudotime. Transcripts are ordered by row and cells by column. Transcripts are clustered by their expression patterns over pseudotime. The number of transcripts per cluster is shown. **C** Bar chart showing the relative proportion of transcript biotypes in each pseudotime-dependent transcript clusters from (**B**) and all other transcripts. All others: 13,600 detected transcripts with TPM > 10 in more than 58 MCs and not included among the dynamically expressed transcripts. Chi-squared test: *p* < 2.2 × 10^−16^ for protein-coding vs. non-coding transcript numbers across all clusters, including “All others”. **D** Top gene ontology terms associated with genes encoding non-coding transcript biotypes in transcript cluster 4 and 5 from (**B**) (highest expression in late differentiation/terminally differentiated MCs). Bar magnitude, enrichment score; dot, *p*-value. See also Supplementary Figs. 1 and 2.

### MC terminal differentiation is accompanied by the emergence of non-protein coding transcript biotypes associated with functionally relevant genes

The Smart-seq2 library preparation method enables the capture of full-length cDNA transcriptomes. We used RSeQC to determine the gene body overage (distribution of reads along transcripts) in single MCs based on housekeeping genes and found that our scRNA-seq reads covered transcripts uniformly (Supplementary Fig. 2A). Using the intron-aware transcript aligner STAR for mapping and RSEM for quantification, we generated a transcript expression matrix containing the abundance of individual RNA transcripts in single MCs. We performed trajectory analysis based on transcript expression, and the resulting pseudotime ordering of single MCs was highly correlated to the pseudotime-line based on gene expression (*r* = 0.98, Supplementary Fig. 2B). Thus, we continued to use our original pseudotime-line for consistency. 

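The same recipe applied to the transcript table gave ranks that correlated with the gene-based ranks with r = 0.963 across cells. Since cells are not independent samples, the coefficient describes them only, and Pearson's r and Spearman's rho are equal because both orders are ranks. It ranged from 0.937 with the first principal component, the alternative that moved it most, to 0.981 with the 4000 most variable genes and transcripts, and was 0.955 within MCs. With both tables reporter-centred it was 0.950.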

Monocle analysis identified 3433 transcripts with dynamic expression during MC differentiation, organized into 5 clusters based on expression patterns along the differentiation pseudotime (Fig. 1B). 

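The number of dynamic transcripts was set to the paper's 3433 rather than found by a test, because cells are not replicates. They were the transcripts whose log2(TPM+1) was best described by a natural cubic spline with 3 degrees of freedom on the pseudotime rank, with R2 between 0.0270 and 0.710. Their fitted curves were scaled and joined by Ward clustering into 5 clusters, numbered by centre of mass along pseudotime, from 0.240 in cluster 1 to 0.779 in cluster 5. Clusters 1 to 5 held 1358, 871, 393, 213 and 598 transcripts. In the reporter-centred order the first 3 held 804, 980 and 947 and the last 587, and 2049 of the 3433 transcripts were dynamic in both orders.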

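In the deposited transcript table, 15391 transcripts of 8480 genes were above 10 TPM in more than 58 GFP-positive MCs or keratinocytes. Of these, 11958 lay outside the 3433 taken as dynamic.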

Distinct from the 3433 transcripts, we detected 13,600 additional transcripts expressed with greater than 10 transcripts per million (TPM) in more than 58 single MCs (labeled as “All others”, see Methods for details).

Transcript biotypes were annotated using Ensembl predictions. 

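A biotype could be assigned to 15321 of the 15391 detected transcripts, and 11480 of them, 74.9% (95% confidence interval 74.2 to 75.6%), were protein-coding. Intervals on shares are exact binomial (Clopper-Pearson) intervals and cover counting error only. Requiring more than 9 cells in place of more than 58 moved the share most, to 59.99%.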

Approximately 75% of expressed transcripts were annotated as protein-coding. Remaining non-coding transcripts captured in our libraries were predominantly RI, lncRNA, NMD and processed pseudogene biotypes (Fig. 1C). 

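Of the 15321 transcripts, 1511 were annotated as retained intron, 9.86% (9.39 to 10.3%), and 737 as NMD, 4.81% (4.48 to 5.16%). Processed pseudogenes made up 1.75% (1.55 to 1.97%) and lncRNAs 1.55% (1.36 to 1.76%), with 1087 transcripts, 7.09%, in the remaining biotypes. The lncRNA share depends on how the biotype named processed transcript is counted. With every such transcript counted as lncRNA, an alternative chosen after seeing the data, it was 8.03%, and 0.620% remained in other biotypes.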

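In clusters 1 to 4, 73.4% (of 1352 transcripts with a biotype), 86.9% (of 871), 85.1% (of 390) and 63.4% (of 213) were protein-coding. In cluster 5, the latest, 443 of 594 were, 74.6% (exact 95% interval 70.9 to 78.04%), and among the 11901 detected transcripts outside the clusters 74.1% (73.3 to 74.9%), so that the intervals overlap. Against 10000 random lists of detected transcripts of the same size and mean expression, which had a median of 77.4% (95% of them between 74.1 and 80.6%), the share of cluster 5 stood at the 5.01th percentile. Among the alternatives set in advance, taking 5000 dynamic transcripts moved the share most, to 62.1%. Without clustering, the dynamic transcripts with the latest centre of mass, as many as cluster 5 holds in Fig. 1B, were protein-coding in 68.2% (62.4 to 73.7%), at the 0.16th percentile of matched lists. The 2 reporters differ along this order, so the selection and clustering were repeated in each. The last cluster was then protein-coding in 83.7% (78.9 to 87.8%) in Sox2-GFP cells alone and in 79.1% (76.1 to 81.9%) in Gfi1-GFP cells alone, above the 72.9% and 73.9% outside the clusters. In the 3 title sets alone it was 73.7%, 67.9% and 65.8%, against 73.8%, 75.2% and 74.7% outside. Cells were also put in a reporter-centred order, chosen after seeing the data, in which every gene and transcript of Gfi1-GFP cells was shifted to give P0 MCs the same mean in both reporters. Cluster 5 was then protein-coding in 78.97% (75.4 to 82.2%) against 72.96% outside, at the 84.7th percentile of matched lists, and the latest transcripts of the list without clustering in 82.4%.

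**Figure D2:**
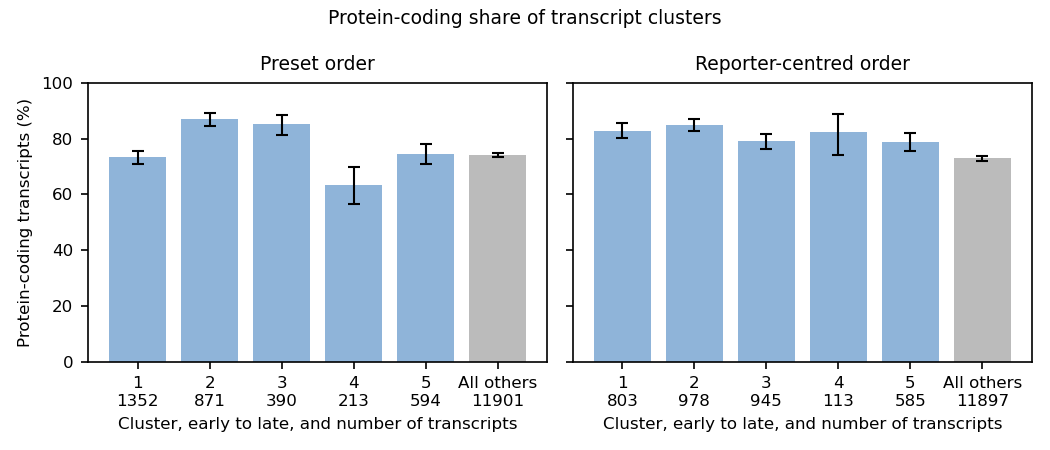
Protein-coding share (%) of the transcripts in each cluster, from early to late, and of all other detected transcripts, in the preset order and in the reporter-centred order. Error bars are exact 95% binomial intervals and cover counting error only, and numbers under the bars are transcripts with a biotype. In the preset order cluster 4 is lowest at 63.4% and cluster 5 stands at 74.6%, and in the reporter-centred order every cluster lies above the other transcripts.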

Analyzing the relative composition of annotated biotypes for each pseudotime-dependent transcript cluster, we found that cluster 5 (transcripts upregulated in fully differentiated MCs) contained proportionally fewer protein-coding transcripts (51.4%), compared to other transcript clusters and the global average (Fig. 1C). As non-protein coding transcript biotypes such as RI and NMD can influence mRNA levels of their cognate genes [4, 9], we analyzed genes associated with the non-coding transcripts that increase their expression during MC terminal differentiation (transcript clusters 4 and 5). GO enrichment analysis found that the non-coding transcripts that emerge during MC differentiation were associated with genes highly enriched in neuronal differentiation and function, suggesting their importance in regulating the neurosensory function of MCs (Fig. 1D). In contrast to the dynamically expressed transcripts, the relative expression of protein-coding to non-coding transcripts across all expressed transcripts was consistent throughout MC differentiation (Supplementary Fig. 2C, D), suggesting that the enrichment of non-coding transcripts associated with terminal differentiation is preferentially in genes related to cellular function.

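No gene ontology was at hand, so a list of genes of synaptic, neurosecretory and neuronal function was used, which was fixed in advance and includes 5 genes that the paper names for MCs. Of the genes with a non-coding transcript in clusters 4 and 5, 8 were on the list, 4.26%. The background was the 2621 genes with a detected non-coding transcript, 33 of them on the list. Random lists of as many of these genes, matched on expression, held a median of 2 (95% of them between 0 and 6), which puts 8 at the 99.9th percentile, as a description of these cells and not a test across animals. Taking the latest transcripts without clustering gave a shorter list of genes, with 4 of 72 (5.56%) against a matched median of 1, at the 99.2th percentile. The count was 11 in the reporter-centred order, Aspa and Vwa5b2 among them, above every random list of the same size.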

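Mean shares per cell were followed over the 10 bins. Protein-coding transcripts made up 72.2% of summed TPM in the first bin and 76.7% in the last, with the lowest bin at 71.0%, and the rise of 4.50 percentage points compares with an SD of 4.21 between the reporters' MC pools. Of the transcripts above 1 TPM in a cell, 69.8% were protein-coding in the first bin and 68.3% in the last, a change of -1.48 points against an SD of 0.288. The direction of the TPM share changed with the setting. It was -4.22 points along the first principal component, an order set in advance that has keratinocytes at both ends. The other alternatives set in advance kept a rise, of 1.20 to 6.50 points. Among settings chosen after seeing the data, it was -4.81 points in the reporter-centred order. Leaving out the 10 genes with the highest TPM in any cell gave -1.35 points in the preset order. Among those genes, AY036118, Ccer2 and CT010467.1 together took a median of 18.8% of a cell's TPM (range 3.13 to 87.8%). AY036118 is annotated as lincRNA, CT010467.1 as rRNA and Ccer2 as protein-coding, so they move the protein-coding share in opposite directions. For the number of transcripts the change was -2.29 points in the reporter-centred order, and 0.164 in Gfi1-GFP cells alone. The paper sets the lower protein-coding share of its cluster 5 (Fig. 1C) against an even share over all transcripts (Supplementary Fig. 2C, D), and from that contrast proposes that non-coding transcripts emerge preferentially from genes tied to the function of the cell.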

### Retained intron transcripts can form extrachromosomal nuclear condensates

RI transcripts were highly represented among the non-protein coding biotypes that emerged during MC terminal differentiation. 

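Retained intron transcripts made up 72 of the 594 transcripts in cluster 5, 12.1% (exact 95% interval 9.61 to 15.0%), and 33 of the 213 in cluster 4, 15.5% (10.9 to 21.1%), against 10.8% (10.2 to 11.4%) of those outside the clusters. With the reporter-centred order they were 38 of 585 in cluster 5, 6.50% (4.64 to 8.81%), against 11.4% outside. By a rule fixed in advance, the 6 non-coding transcripts of cluster 5 with the largest fitted range that rose in the cells of both reporters were named, out of 110 that rose in both. The same rule in the reporter-centred order picked 6 other transcripts, Aspa-204 and Gm13394-201 among them, and 0 of those named here. Pou4f1-202, a transcript in the remaining biotypes on chromosome 14, rose from a mean log2(TPM+1) of 0.89 in the first bin to 5.60 in the last. The processed pseudogene Gm12826-201, whose reads RSEM could share with a related gene, rose from 3.20 to 6.70, and the lncRNA Miat-202 from 1.71 to 7.05. The remaining ones were retained intron transcripts, Uchl1-202 on chromosome 5 (2.35 to 6.75), ENSMUST00000147220.7 of Rgs11 on chromosome 17 (2.11 to 5.14) and ENSMUST00000185359.1 of Hmgn3 on chromosome 9 (1.67 to 4.80). In Sox2-GFP and Gfi1-GFP cells alone the rises were 2.56 and 4.85 for Pou4f1-202, 2.31 and 5.37 for Gm12826-201, and 1.27 and 2.06 for Miat-202. For the Uchl1, Rgs11 and Hmgn3 transcripts they were 1.22 and 5.23, 1.61 and 3.23, and 2.22 and 1.85. The rise over all cells was larger than in either reporter for Miat-202 (5.34) and Hmgn3 (3.14), so part of it may be the difference between the reporters.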

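Age was also compared without pseudotime, as the mean log2(TPM+1) of MCs in 2 pools at P6 and 2 at P0, fitted with limma with the reporter as a covariate and Benjamini-Hochberg adjustment. Of 15391 transcripts, 47 were higher and 95 lower at P6 at an adjusted p under 0.05, and 1784 passed an unadjusted p under 0.05. With 1 residual degree of freedom among the 4 pools, limma estimated an infinite prior, so that the spread rests on the trend across transcripts. On simulated pools of the same size the same fit recovered 87.5% of 200 transcripts given a log2 change of 3, and 10.7% of its calls were false. These 200 were drawn from transcripts above the median expression, and the simulated spread depended on expression alone, as the fit assumes. The 87.5% therefore does not give the power for transcripts of low expression. Without the reporter covariate, 1 transcript was called higher and 0 lower, with 1594 at an unadjusted p under 0.05. The median transcript changed by -0.24, and changes are to be read against that shift. Protein-coding transcripts were 36 of the 47 higher ones, 76.6% (exact 95% interval 61.97 to 87.7%), and 85 of the 95 lower ones, 89.5% (81.5 to 94.8%). By limma, 0 retained intron transcripts were called in either direction, with 30 higher and 68 lower at an unadjusted p under 0.05. With the pools weighted by their cells, 2.11% of transcripts were called higher and 9.06% lower, and the retained intron transcripts among them were 30 higher and 90 lower. Without the Gfi1-GFP P6 pool and the reporter term, the lone P6 pool has no spread of its own, and the median transcript changed by -0.29. The largest rises among transcripts that changed the same way in both reporters were Tppp3-201 (4.97, standard error 0.79), Cck-201 (4.90, 0.51) and the processed pseudogene Gm13394-201 (4.86, 0.79), and the largest falls were the processed pseudogene Gm12033-201 (-6.22, 0.79), Mfap2-201 (-5.95, 0.77) and Tubb3-201 (-5.32, 0.78), with limma adjusted p between 3.59e-18 and 1.26e-06. The reads of both pseudogenes could be shared with their parent genes. Changes are on the log2(TPM+1) scale, which understates those of low transcripts.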

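In the annotation, 7596 genes have both a retained intron transcript and a protein-coding one. A single MC had a median of 560.5 such genes with both kinds above 1 TPM (quartiles 508.25 and 618.5, range 9 to 842, over 650 MCs). Of the genes with a retained intron transcript above 1 TPM in a cell, a median of 731, a median of 77.3% had a protein-coding transcript above 1 TPM in the same cell. By pool, the median was 548 and 558 in Sox2-GFP and Gfi1-GFP MCs at P0, and 483 and 541 at P6. For 1743 genes both kinds were above 1 TPM together in more than 58 MCs. The median per cell was 7.38% of the annotated genes, and a threshold of 10 TPM moved it most, to 4.16%. RSEM divides reads that fall on shared exons between the transcripts of a gene, and the TPM values do not say which transcripts had reads of their own.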

We often detected genes expressing both RI and mRNA transcripts in the same MC. To validate this, we selected genes whose RI and mRNA transcripts had sequence regions that were mutually exclusive and designed probes for single-molecule RNA fluorescence in situ hybridization (smFISH). For example, *Aspa* encodes aspartoacylase, which deacetylates the neuron-specific amino acid derivative N-acetyl-L-aspartic acid to yield aspartate and acetate and has a critical function in the brain [24]. 

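Aspa lies on the minus strand of chromosome 11 in GRCm38. Its mRNA Aspa-201 (ENSMUST00000021119.8), spans 73304992 to 73324634 in 6 exons, and Aspa-202 (ENSMUST00000132774.1), annotated as retained intron, spans 73315997 to 73324337 in 3 exons. The last exon of Aspa-202 starts like exon 3 of Aspa-201 and runs on to 73315997, so that it holds 3798 of the 6177 bp, 61.5%, of the intron from 73313618 to 73319794. Above 1 TPM, Aspa-201 was present in 508 of 650 MCs, 78.2% (exact 95% interval 74.8 to 81.3%), and Aspa-202 in 29.5% (26.1 to 33.2%). Every MC with Aspa-202 above 1 TPM also had Aspa-201 above it. A threshold of 0 TPM moved the share of MCs with Aspa-202 most, to 46.9%, and one of 10 TPM gave 20.6%. Mean TPM in MCs was 392 for Aspa-201 and 10.6 for Aspa-202. In dermal papilla cells and GFP-positive hematopoietic cells, which are outside the lineage, the whole gene averaged 1.28 and 0.877 TPM, and Aspa-202 was above 1 TPM in 0 of them.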

In MCs, *Aspa* expressed mRNA transcripts and *Aspa*-202 RI transcript with partial retention of the intron between exon 3 and exon 4. Both transcripts increased during MC differentiation (Fig. 2A and Supplementary Fig. 3A, B). 

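From the first to the last bin, mean log2(TPM+1) went from 4.02 to 8.56 for Aspa-201 and from 0.63 to 1.89 for Aspa-202, rises of 4.53 and 1.27 that compare with SDs of 1.85 and 0.68 between the reporters' MC pools. The course was not steady in the preset order, since Aspa-201 stood at 7.26 in bin 4 and 2.92 in bin 6, where the cells change from mostly Sox2-GFP to mostly Gfi1-GFP. The reporter-centred order was chosen after seeing the data, and in it Aspa-201 rose from 3.31 to 7.63 with its highest value, 8.82, in bin 9, and Aspa-202 from 0.48 to 2.70, its highest. In each reporter alone Aspa-202 rose more than in the preset order, by 2.15 with Gfi1-GFP and 2.25 with Sox2-GFP. By age, Aspa-201 was higher at P6 than at P0 by 3.00 in Sox2-GFP and 2.52 in Gfi1-GFP MCs, a mean of 2.76 (standard error 0.70, limma adjusted p = 0.0139). Aspa-202 was higher by 2.41 and 1.55, a mean of 1.98 (standard error 0.64), and did not pass the correction (limma adjusted p = 0.121). The call of Aspa-201 was lost without the reporter covariate, with a pseudocount of 10, and when the Sox2-GFP P0, Gfi1-GFP P0 or Sox2-GFP P6 pool was left out, where the change was 3.94, 1.58 and 1.34. Fits with a pool left out had no reporter term, so their changes mix age with the difference between the reporters. Aspa-202 was called once the pools were weighted by their cells (1.66) or the Gfi1-GFP P6 pool was left out (2.63). Aspa-202 was above 1 TPM in 35.4% (29.2 to 41.9%) of Sox2-GFP and 20.3% (15.9 to 25.3%) of Gfi1-GFP MCs at P0, and in 4 of 7 and 31 of 60 (51.7%, 38.4 to 64.8%) at P6, with exact 95% intervals.

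**Figure D3:**
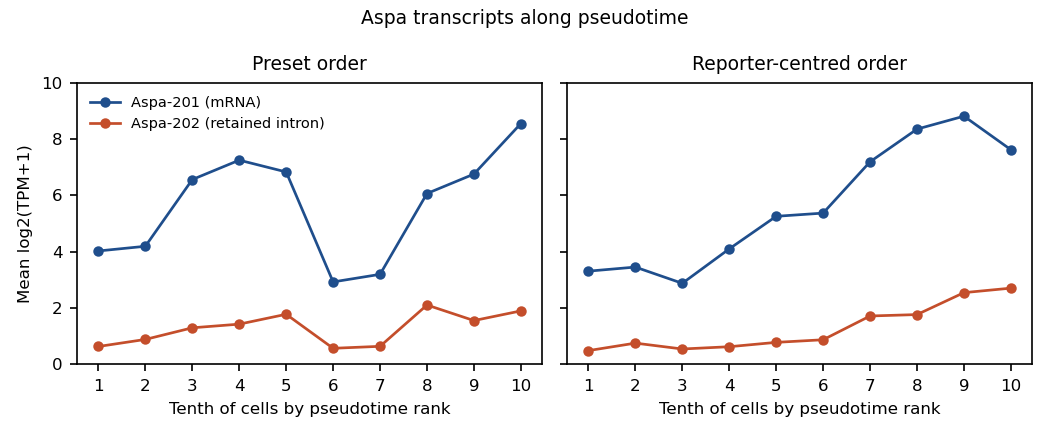
Mean log2(TPM+1) of Aspa-201 (mRNA) and Aspa-202 (retained intron) in 10 equal bins of the GFP-positive MCs and keratinocytes by pseudotime rank, in the preset order and in the reporter-centred order. Points are means over 69 or 70 cells, which are not replicates, and no error is drawn. Aspa-201 drops to 2.92 in bin 6 of the preset order and ends at 8.56.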

Within single MC we observe a subset of transcripts with sequence reads aligned to this RI, but not to other intronic regions (Fig. 2B), making it unlikely that we were sequencing unspliced pre-mRNA transcripts. Consistent with increasing transcript expression, read counts specifically mapping to the RI region increased during MC differentiation (Supplementary Fig. 3C). In addition to the *Aspa*-202 RI transcript, our scRNA-seq analyses detected the expression of two mRNA transcripts and one NMD transcript in differentiating MCs (Supplementary Fig. 3B). 

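The table holds 6 Aspa transcripts. The mRNA Aspa-203 (ENSMUST00000134079.1) was above 1 TPM in 45.2% of 650 MCs (exact 95% interval 41.4 to 49.1%), at a mean of 35.8 TPM, and the NMD transcript Aspa-204 (ENSMUST00000141898.1) in 41.2% (37.4 to 45.1%), at a mean of 56.2 TPM. Aspa-205 passed 1 TPM in 15 MCs, 2.31%, and Aspa-206 is listed at 0 in all 650, although RSEM could assign reads on shared exons to other transcripts. Protein-coding transcripts made up 86.5% of the Aspa TPM in MCs, NMD 11.4% and retained intron 2.15%. Between the first and last bins Aspa-203 went from 2.12 to 3.32 and Aspa-204 from 1.50 to 3.59 in mean log2(TPM+1). At P6 against P0, Aspa-204 was higher by 4.24 in Sox2-GFP and 2.03 in Gfi1-GFP MCs (limma adjusted p = 0.0103 for the mean of 3.14), a call lost without the reporter covariate and without the Sox2-GFP P0, Gfi1-GFP P0 or Sox2-GFP P6 pool, where the change, in fits without a reporter term, was 3.60, 2.67 and 1.57. Aspa-203 changed by -0.69 in Sox2-GFP and 0.32 in Gfi1-GFP MCs, opposite directions whose difference was not tested.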

Using whole mount staining of neonatal mouse epidermis with smFISH probes to detect exons of the *Aspa* mRNAs or the *Apsa*-202 RI (Supplementary Fig. 3A), we detected mRNA and RI transcripts co-expressed in single MCs (Fig. 2D, Supplementary Fig. 4B–D, and Supplementary Video 1). As expected, *Aspa* expression in the skin was restricted to MCs (marked by K8 immunostaining). Interestingly, the mRNA smFISH detected multiple discrete small puncta in the cytoplasm and nuclei of MC with 75% ± 10% (mean ± standard deviation) of the FISH signal localizing within nuclei (Supplementary Fig. 4A). In contrast, RI smFISH signals were fewer, larger, often co-localized around mRNA nuclear puncta, and showed 97% ± 3% nuclear localization (Supplementary Fig. 4A). To better resolve the location of the RI puncta, we stained MCs freshly isolated from P0 mouse skin and found they localized exclusively outside of DAPI-staining regions within nuclei, indicative of them being extrachromosomal nuclear condensates [25] (Supplementary Fig. 3G). In hairy skin, MCs congregate in specialized epidermal structures named touch domes [26]. We previously reported that MCs in the outer P0 touch dome are more mature than those in the inner touch dome [27]. Consistent with their expression in more differentiated MCs (Fig. 2A and Supplementary Fig. 3B), the smFISH intensity and colocalization of the *Aspa* mRNA and RI transcripts were increased in outer touch dome MCs (Fig. 2C and Supplementary Fig. 3D–F). 

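Vwa5b2 lies on the plus strand of chromosome 16 in GRCm38. Its mRNA Vwa5b2-202 (ENSMUST00000096197.10) spans 20589582 to 20605377 in 23 exons, and its retained intron transcript ENSMUST00000145483.1, named in the paper, spans 20590090 to 20592389 in 3 exons. Above 1 TPM, Vwa5b2-202 was present in 459 of 650 MCs, 70.6% (exact 95% interval 66.9 to 74.1%), and the retained intron transcript in 389, 59.8% (56.0 to 63.6%). Both were present in 47.5% of MCs (43.6 to 51.5%), and 80 MCs had the retained intron transcript without Vwa5b2-202. Mean log2(TPM+1) went from 2.91 in the first bin to 5.58 in the last for Vwa5b2-202 and from 1.17 to 3.30 for the retained intron transcript, and in the reporter-centred order the rises were 2.53 and 2.85. At P6 against P0 the mean change over the reporters was 1.91 for Vwa5b2-202 (standard error 0.79, limma adjusted p = 0.305, higher in 2 of 2 reporters) and 0.96 for the retained intron transcript (standard error 0.72, limma adjusted p = 0.621, higher in 2 of 2), so neither passed the correction. Both were called with the pools weighted by their cells, at 1.85 and 1.32. Fits with a pool left out had no reporter term. In them the change ranged from 1.78 to 2.04 for Vwa5b2-202. For the retained intron transcript it ranged from 0.11, without the Gfi1-GFP P6 pool, to 1.80, without the Sox2-GFP P6 pool. A further retained intron transcript, Vwa5b2-201, was above 1 TPM in 29.2% of MCs (25.8 to 32.9%), and changed from P0 to P6 by -0.24 in Sox2-GFP and 0.78 in Gfi1-GFP MCs, a mean of 0.27 (standard error 0.55, limma adjusted p = 0.888) that did not pass, and the difference between the reporters was not tested.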

Analysis of *Vwa5b2*, another nerve-expressed gene whose protein-coding and non-coding transcripts increased during MC differentiation, showed analogous read mapping and smFISH results for its mRNA and RI transcripts (Supplementary Fig. 5 and Supplementary Video 2). These results demonstrate that both protein-coding and RI transcripts can be expressed from a gene within a single cell. Moreover, their colocalization patterns suggest RI transcripts may physically surround mRNA transcripts in the nucleus as a possible mechanism for posttranscriptional regulation in differentiating MCs.

**Fig. 2:**
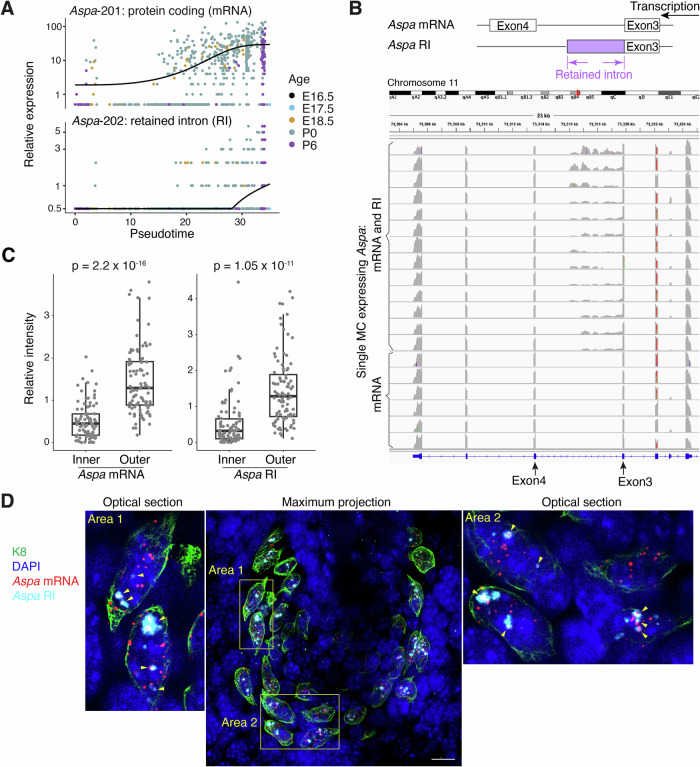
Retained intron transcript *Aspa*-202 is co-expressed with *Aspa* mRNA transcripts in single MCs and forms nuclear condensates. **A** Scatter plot indicating the expression levels of *Aspa*-201: protein-coding (mRNA) and *Aspa*-202: retained intron (RI) transcripts in single MCs along the pseudotime of MC differentiation. **B** Upper: Schematic illustration of the RI sequence between exon 3 and exon 4 in *Aspa*-202 transcript. Lower: IGV-generated plot of sequencing reads aligned to the *Aspa* gene locus indicating RI transcript in select MCs. **C** Boxplot showing the smFISH relative signal intensity of the target transcripts per cell in inner (less differentiated) and outer (more differentiated) neonatal touch dome MCs. Boxplots show median, interquartile range (IQR), and whiskers extending to 1.5 x IQR. Data were collected from 9 touch domes across 3 mice. N (Inner) = 88; N (Outer) = 92. **D** Middle: Confocal z-projection of whole mount smFISH displaying the expression of *Aspa* mRNA (red) and *Aspa* RI (cyan) transcripts in neonatal mouse epidermis. MCs, K8 immunostaining (green). Cell nuclei, DAPI (blue). Left and right: optical sections of representative MCs. Arrowhead indicates colocalization of *Aspa* mRNA and *Aspa* RI. Scale bar, 10μm. See also Supplementary Figs. 3–5.

### Retained intron transcripts can induce nuclear retention of mRNA and downregulate protein expression

Our smFISH analysis of mouse MCs found that *Aspa* and *Vwa5b2* RI transcripts formed extrachromosomal nuclear condensates that often contained cognate mRNA transcripts. To test our hypothesis that RI condensates sequester mRNA and downregulate gene expression, we employed mouse HT-22 cells. This immortalized neuronal cell line can be terminal differentiated in vitro by changing culture conditions [28].

Using smFISH, we confirmed that *Aspa*-201 (mRNA) and *Aspa*-202 (RI) transcripts were co-expressed in HT-22 cells. Consistent with our findings in MCs, *Aspa* RI formed nuclear condensates that colocalized with *Aspa* mRNA (Fig. 3A). Upon in vitro differentiation of HT-22 cells, *Aspa* RI expression increased, whereas *Aspa* mRNA expression was reduced (Fig. 3A, A’). The increase in RI condensates observed during differentiation was accompanied by a reduction in the cytoplasmic fraction of *Aspa* mRNA (Fig. 3A”), indicating mRNA nuclear retention. Flow cytometry after intracellular immunostaining for ASPA demonstrated that protein expression levels were also reduced (Fig. 3A”’). ASPA quantification by ELISA showed an 89.1% reduction in protein levels (Fig. 3A””). These data confirmed, in a second cell type, that terminal differentiation was accompanied by an increase in *Aspa* RI transcripts. Moreover, the data demonstrated that this RI increase is associated with mRNA nuclear retention and reduced protein expression.

**Fig. 3:**
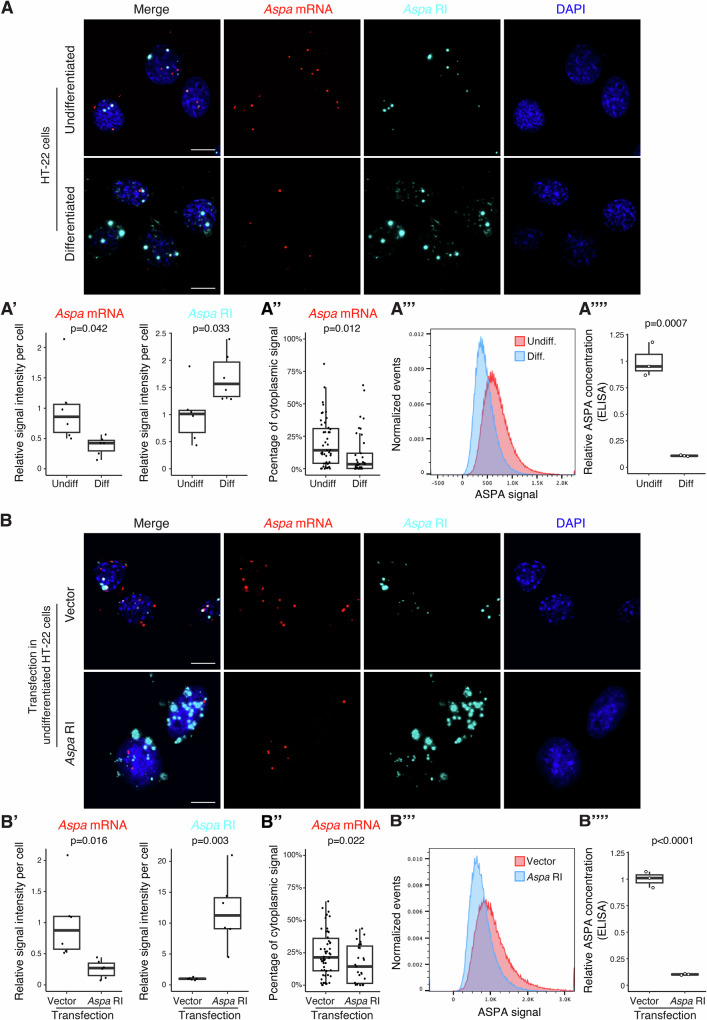
Retained intron transcripts downregulate cognate gene expression. **A** Confocal optical sections of smFISH displaying the expression of *Aspa* mRNA (red) and *Aspa* RI (cyan) transcripts in undifferentiated (upper) and in vitro differentiated (lower) HT-22 cells. Cell nuclei, DAPI (blue). Scale bar, 10 μm. **B** Confocal optical sections of smFISH displaying the expression of *Aspa* mRNA (red) and *Aspa* RI (cyan) transcripts in vector control transfected (upper) and *Aspa* RI transfected (lower) undifferentiated HT-22 cells. Cell nuclei, DAPI (blue). Scale bar, 10 μm. **A’, B’** Boxplot showing the smFISH average relative signal intensity per cell in undifferentiated (undiff) and differentiated (diff) (**A’**), and in vector and *Aspa* RI transfected (**B’**) HT-22 cells. Each dot represents the average signal intensity per cell within a high-power field (range 6-28 cells). Results include cells from 3 independent experiments. *N* = 12 fields. **A”**, **B”** Boxplot showing the cytoplasmic fraction per cell of *Aspa* mRNA smFISH signal intensity in undifferentiated and differentiated (**A”**), and in vector and *Aspa* RI transfected (**B”**) HT-22 cells. Each dot represents an individual cell. Results are combined from 3 independent experiments. N (undifferentiated cells) = 47; N (differentiated cells) = 37; N (vector transfected cells) = 54; N (*Aspa* RI transfected cells) = 27. **A”’**, **B”’**, **A””**, **B””** ASPA protein expression levels in undifferentiated and differentiated (**A”’**, **A””**), and in vector and *Aspa* RI transfected (**B”’**, **B””**) HT-22 cells. (**A”’**, **B”’**), representative flow cytometry histogram showing the normalized ASPA signal events. ASPA mean fluorescence intensity (MFI): differentiated vs. undifferentiated = 0.69 ± 0.05 (*N* = 3, *p* = 0.0006); *Aspa* RI vs. empty vector transfection = 0.73 ± 0.10 (*N* = 5, *p* = 0.0004). (**A””**, **B””**), boxplot showing the median, interquartile range (IQR), and whiskers extending to 1.5 x IQR of ASPA protein concentration relative to control groups, as measured by ELISA (*N* = 3). See also Supplementary Fig. 6-8.

To show that increased *Aspa* RI transcripts were responsible for the changes in mRNA localization and protein levels, we overexpressed a full-length *Aspa* RI transcript (*Aspa*-202) in undifferentiated HT-22 cells. We found that similar to terminal differentiation, overexpressing *Aspa* RI transcripts was sufficient to increase nuclear condensate formation (Fig. 3B and Fig. 3B’), decrease the cytoplasmic fraction and expression levels of *Aspa* mRNA (Fig. 3B’ and Fig. 3B”), and resulted in an 89.9% reduction of ASPA protein levels (Fig. 3B”’ and Fig. 3B””). *Aspa* RI overexpression did not lead to global changes in RNA expression (Supplementary Fig. 6), suggesting that the effect of *Aspa* RI is relatively specific to *Aspa* mRNA. Overexpression of *Aspa* RI did not induce phenotypic neuronal differentiation, alter cell apoptosis and cell proliferation, or promote cell cycle exit in HT-22 cells (Supplementary Fig. 7), supporting a direct effect by the RI transcript in reducing ASPA expression as opposed to a secondary consequence of altered cell biology. Consistently, direct *Aspa* knockdown using siRNAs had no detectable effect on HT-22 cell proliferation and differentiation (Supplementary Fig. 8), demonstrating that although *Aspa* expression is modulated during terminal differentiation, it does not appear to be necessary for differentiation. Taken together, these data strongly suggest that RI transcripts can form nuclear condensates capable of regulating the subcellular localization and expression of their cognate mRNAs. This novel regulatory mechanism expands the functional roles of non-coding RNA transcripts in modulating gene expression.

### Emergence of non-protein coding RNA biotypes is a general feature of terminal differentiation

Having found that functionally relevant non-coding transcripts emerge during MC differentiation, we sought to test if this was a property of terminal differentiation in other cell types. We analyzed public full-length scRNA-seq datasets of differentiating tissues/cells obtained using Smart-seq methods: mouse lung alveolar type II cell development [29] (*Sftpc* + AT2 cell linage, “mouse AT2” hereafter), human neurons in vitro differentiated from neural precursor cells (NPCs) [30] (“human neuron” hereafter), mouse neurons and myocytes in vitro differentiated from mouse embryonic fibroblast (MEF) [31] (“mouse neuron” and “mouse myocyte” hereafter) and mouse growth plate differentiation [32] (“mouse GP” hereafter). All these studies used the Smart-seq method for the library preparation and performed sequencing with paired-end runs no shorter than 100 bp. We downloaded raw sequencing data (FASTQ) and analyzed with our pipeline.

For each cell type, we performed trajectory analysis and generated a pseudotime of cell differentiation based on gene expression using Monocle (mouse AT2: Fig. 4A, human neuron: Fig. 4E, mouse myocyte and mouse neuron: Supplementary Fig. 9A, mouse GP: Supplementary Fig. 10A). As we did for MC, we employed Monocle to identified transcripts with dynamic expression patterns along the differentiation pseudotime. Similar to MC differentiation, the dynamically expressed transcripts clustered into five sequential pseudotime-dependent expression patterns with cluster 5 containing transcripts that emerged in fully differentiated cells (mouse AT2: Fig. 4B, human neuron: Fig. 4F, mouse myocyte: Supplementary Fig. 9B, mouse neuron: Supplementary Fig. 9E, mouse GP: Supplementary Fig. 10B). For each cell type, we then analyzed the relative composition of annotated transcript biotypes for all expressed transcripts and for transcripts in each pseudotime-dependent transcript cluster. Consistent with the observation in MC differentiation, we found that for each cell type, the transcripts in cluster 5 contained a high proportion of non-coding biotypes (mouse AT2: Fig. 4C, human neuron: Fig. 4G, mouse myocyte: Supplementary Fig. 9C, mouse neuron: Supplementary Fig. 9F, mouse GP: Supplementary Fig. 10C). We then performed GO enrichment analysis of genes associated with the non-coding transcripts expressed during cellular differentiation (clusters 4 and 5). We found that the non-coding transcripts which emerged during differentiation were enriched for tissue function-related gene ontologies (mouse AT2: Fig. 4D, human neuron: Fig. 4H, mouse myocyte: Supplementary Fig. 9D, mouse neuron: Supplementary Fig. 9G, mouse GP: Supplementary Fig. 10D). We found these differentiating cells exit the cell cycle very early in differentiation (Supplementary Fig. 11). Across the different cell types there was no consistency in how the expression of splicing factors shifted during differentiation (Supplementary Fig. 12). 

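For MCs (Supplementary Fig. 12F), the log2 of the summed TPM of a list of spliceosome genes, fixed in advance because the paper's text does not name its genes, was 13.58 in the first bin of pseudotime and 13.40 in the last. The change of -0.18 is smaller than the SD of 0.27 between the reporters' MC pools. Summarised as the median log2(TPM+1) of the genes, it changed by -1.74, and by -2.67 in the reporter-centred order, the setting that moved it most. The summed score in that order changed by -0.90, and by -0.28 once TPM was rescaled without the 10 genes with the highest TPM in any cell, and these settings with that order were chosen after seeing the data. By pool, MCs at P0 stood at 13.65 with Sox2-GFP and 13.64 with Gfi1-GFP, and at P6 at 13.34 and 12.80.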

Taken together, these data suggest that the emergence of non-coding transcripts is a general property of terminal differentiation in mammalian cells and is not solely related to either cell cycle withdrawal or global splicing factor expression changes.

**Fig. 4:**
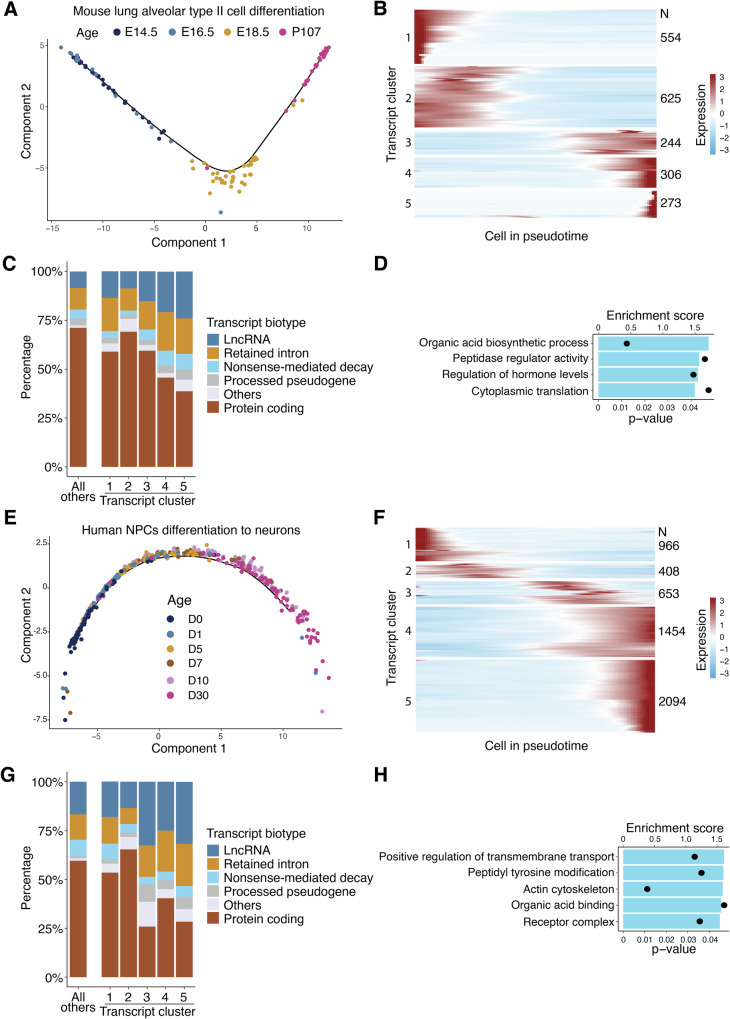
Emergence of non-coding transcript biotypes is a general feature of terminal differentiation. **A**–**D** Analyses of scRNA-seq data on mouse lung alveolar type II (AT2) cell development. **E**–**H** Analyses of scRNA-seq data on in vitro differentiation of human neural precursor cells (NPCs) to neurons. **A**, **E** Monocle-generated trajectory plots representing differentiation pseudotime ordering of mouse AT2 cells (**A**) and human neurons (**E**). E, embryonic day; P, postnatal day; D, day. **B**, **F** Scaled and centered expression heatmaps of transcripts with dynamic expression over the mouse AT2 cells (**B**) and human neurons (**F**) differentiation pseudotimes. Transcripts are ordered by row and cells are by column. Transcripts are clustered by their expression patterns over pseudotime. Number of transcripts per cluster is shown. **C**, **G** Bar charts showing the relative proportions of transcript biotypes in each pseudotime-dependent transcript clusters and in all cells (**C**, mouse AT2 cells; **G**, human neurons). All others: 11,052 all other detected transcripts with TPM > 10 in more than 9 AT2 cells (**C**), and 22,291 all other detected transcripts with TPM > 10 in more than 49 neurons. Chi-squared test: *p* < 2.2 × 10^−16^ for protein-coding vs. non-coding transcript numbers across all clusters, including “All others”. **D**, **H** Top gene ontology terms associated with genes encoding non-coding transcript biotypes in transcript clusters 4 and 5 (highest expression in late/differentiated mouse AT2 cells (**D**) and human neurons (**H**)). Bar magnitude, enrichment score; dot, *p*-value. See also Supplementary Figs. 9–13.

To address the possibility that the emergence of non-coding transcripts during terminal differentiation was somehow an artifact of the Smart-seq sequencing protocol, we further validated this finding by analyzing published long-read single-nuclei full-length RNA sequencing data of in vitro differentiated C2C12 myoblasts to myotubes [33]. Seurat clustering identified three cell clusters (Supplementary Fig. 13A) and Monocle trajectory analysis generated a cell differentiation trajectory (Supplementary Fig. 13B), which agreed with the cell state of myoblast verses myotube (Supplementary Fig. 13C). Expression of proliferation marker *Mki67* was predominantly in the myoblast cell cluster 0 and myocyte differentiation markers *Myog* and *Myh3* were largely in cluster 2 (Supplementary Fig. 13D). Cells in cluster 1 were from the *Pax7* expressing mononucleated subpopulation identified in the original study as being in varying stages of differentiation [33]. These findings confirmed a differentiation trajectory from undifferentiated myoblasts in cluster 0 to differentiated myotubes in cluster 2. We used Monocle to identify transcripts that changed as a function of differentiation and grouped expression patterns into modules (Supplementary Fig. 13E). We classified the transcript modules into three groups (group A, B and C), based on if the highest transcript expression was observed in cell cluster 0, 1, or 2. We analyzed the transcript biotype composition of the three transcript groups and found that transcript group C, which contained modules with transcripts that were upregulated in mature myotubes, was highly enriched with non-coding biotypes, dominated by RI and lncRNA transcripts. Transcript group B showed a similar skewing toward non-coding biotypes among transcripts that emerge during differentiation. In comparison, transcript group A had a lower percentage of non-coding biotypes differentially expressed in undifferentiated myocytes (Supplementary Fig. 13F). These data confirm the emergence of non-coding RNA biotypes as a feature of terminal differentiation using an orthogonal sequencing technology and analysis approach.

### The prominence of non-protein coding RNA biotypes is blunted in terminally differentiated Down syndrome neurons

Neurogenesis has been reported to be altered in the brain of Down syndrome (DS) patients [34]. As differentiating neurons demonstrated an upregulation of non-coding transcripts, we examined transcript biotype profiles in neurons differentiated from DS neuronal progenitor cells (NPCs). Sobol et al [35]. established induced pluripotent stem cells (iPSCs) from DS (*n* = 2) and healthy (*n* = 2) human fetal brain, differentiated the iPSCs to NPCs and then to neurons. Using deep bulk RNA-seq, they characterized the transcriptome of the NPCs and neurons from DS and healthy controls. We analyzed the RNA-seq reads from this study at the transcript level and identified differentially expressed (DE) transcripts that were upregulated in neurons compared to NPCs in DS and controls. 3016 transcripts were shared between the DE upregulated transcripts in DS neurons and those in control neurons (Fig. 5A). For the 3687 DE transcripts that were uniquely upregulated in control neurons, 63% were annotated as protein-coding, whereas the 1133 DE transcripts uniquely upregulated in DS neurons had proportionally more (73.5%) protein-coding transcripts (Fig. 5B). GO enrichment analysis revealed that the DE non-coding transcripts uniquely upregulated in control neurons were associated with genes enriched in neuronal differentiation and function (Fig. 5C), while the genes associated with DE non-coding transcripts uniquely upregulated in DS neurons showed less enrichment for neuron differentiation (Fig. 5D). Next, we use the previously analyzed scRNA-seq data from normal human NPCs as they differentiated into neurons and identified a set of 3548 transcripts whose expression were upregulated during terminal differentiation (transcript clusters 4 and 5 of Fig. 4F). When limiting DE transcripts to those present in this neuronal terminal differentiation set, we found a consistent proportional difference, with the transcripts uniquely upregulated in control neurons being 58.9% protein-coding, while DS neurons showed 66.7% coding transcripts (Supplementary Fig. 14). Taken together, these results demonstrate that in differentiated DS neurons, the prominence of non-coding transcripts biotypes – especially those associated with genes important for neuronal function – was decreased. This suggests that decreased emergence of non-coding RNA biotypes and altered neuronal differentiation are part of the impaired neuronal maturation associated with DS.

**Fig. 5:**
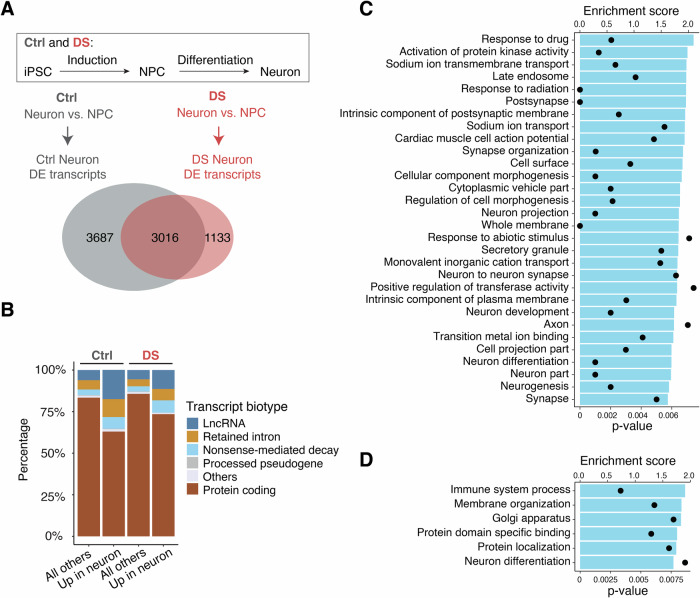
Emergence of non-coding transcript biotypes is diminished in differentiating Down syndrome (DS) neurons. **A** Top: schematic illustration showing the in vitro differentiation of induced pluripotent stem cells (iPSCs) established from healthy control (Ctrl) and Down syndrome (DS) embryos into neural precursor cells (NPCs) and neurons. Middle: schematic illustration showing the identification of differentially expressed (DE) transcripts upregulated in neurons relative to NPCs derived from control (left) and DS (right) iPSCs. Lower: Venn diagram showing the intersection of DE upregulated transcripts identified in control and DS neuronal differentiation. **B** Bar chart showing the relative proportion of transcript biotypes for differentially upregulated and all other transcripts uniquely identified in control or DS neuronal differentiation. All others, expressed transcripts not upregulated in neuron samples (N for Ctrl = 8798; N for DS = 9104). Comparison of protein-coding and non-coding proportions for transcripts upregulated in Ctrl neurons versus DS neurons: *p* = 7.63 × 10^−11^. **C**, **D** Top gene ontology terms associated with genes encoding differentially upregulated non-coding transcripts uniquely identified in control (**C**) or DS (**D**) neuronal differentiation. Bar magnitude, enrichment score; dot, *p*-value. See also Supplementary Fig. 14.

## Discussion

Applying FACS-based full-length scRNA-seq, we performed deep single-cell sequencing and captured high-quality data to analyze the differentiation of epithelial progenitors to neuroendocrine MCs in mouse skin (Fig. 6). This allowed us to study the developmental trajectory of MCs. By sequencing full-length RNA, we were able to identify transcripts that are dynamically expressed during MC differentiation, including non-coding transcript biotypes such as RI, lncRNA, and NMD. Surprisingly, we found that the proportion of non-coding biotypes was increased among transcripts that emerged during MC terminal differentiation and that these were associated with genes important to MC function. We further showed that RI transcripts found in differentiated MCs formed nuclear condensates that induced nuclear retention of cognate mRNA and downregulated protein expression levels. By analyzing full-length scRNA-seq data of other cell types and using long-read sequencing data, we found that enrichment of non-coding biotypes was a general feature of transcripts that are upregulated during cellular differentiation. This enrichment was diminished in neurons differentiated from patients with DS, suggesting this is a feature of the impaired neuronal maturation seen in DS.

**Fig. 6:**
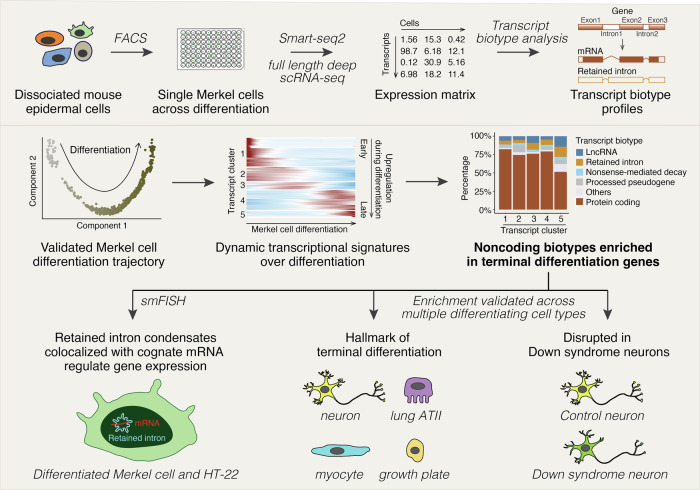
Graphical summary of key study findings. Full-length single cell RNA sequencing identified an enrichment of non-coding transcripts that emerge during the terminal differentiation of Merkel cells. Enriched transcripts included retained intron RNAs capable of forming extrachromosomal nuclear condensates that sequestered cognate mRNAs and decreased protein expression. The emergence of non-coding transcripts was observed during the terminal differentiation of multiple cell types and was blunted in neurons differentiated from patients with Down syndrome.

This study has several limitations. First, we dissociated mouse skin and acquired single MCs via cell sorting. While the process required less than three hours and was performed at a low temperature, cell stress still has the potential to introduce transcriptional changes. Despite this limitation, the absence of in vitro models of MC differentiation necessitated our approach, which allowed us to study cellular differentiation in a normal tissue microenvironment. Additionally, most of our study used short-read sequencing of full-length RNA transcripts and this method is inherently more prone to errors in transcript isoform quantification compared to long-read sequencing. However, it is important to note that the high sequence coverage from our use of deep RNA sequencing has been reported to reduce the error rate of transcript quantification [36–38]. Moreover, it is necessary to recognize that our single-cell cDNA library preparation and the public short-read scRNA-seq data we analyzed used oligo(dT) selection, therefore our results are enriched for transcripts with poly-A tails. Further study is needed to fully investigate non-coding RNAs lacking poly-A tails. However, a recent publication reported that circular RNAs increase during vascular cell differentiation and are biomarkers for vascular disease [39], which supports our conclusions. Furthermore, it is reassuring that we observed the same enrichment of non-coding transcripts during differentiation when analyzing long-read single-nuclei RNA sequencing data that was generated with both random hexamer priming and oligo(dT) selection [33]. It is further interesting to note the robustness of the enrichment even though cytoplasmic RNAs are not captured with the single-nuclei sequencing. Despite the heterogeneity of the cell types and data sets in our study, we consistently observed the emergence of non-coding biotypes during terminal differentiation. Although expression of these transcripts was synchronous with terminal differentiation, no single mechanism convincingly explained their emergence and it is likely that multiple mechanisms are involved. To gain insight into the potential general functions of non-coding RNA biotypes, we performed GSEA using standard gene set databases, which are predominantly composed of protein-coding genes and do not distinguish between transcript biotypes. Based on our hypothesis that non-coding transcript biotypes – particularly retained introns and transcripts subject to nonsense-mediated decay (NMD) - may exert regulatory functions on their associated coding transcripts, we conducted the analysis using the genes that produce these non-coding transcripts. The reliance on gene-level annotations, in the absence of transcript-level gene sets, represents a limitation of our approach. Consequently, long non-coding RNAs and other transcript-specific features may be underrepresented in the gene set enrichment analysis. Despite these limitations, our results establish the emergence of non-coding biotypes as a hallmark of terminal differentiation.

We performed a comprehensive analysis of full-length scRNA-seq data to investigate the differentiation of multiple cell types, encompassing embryonic development of MCs and lung alveolar type II cells, postnatal differentiation of the mouse growth plate, in vitro differentiation of MEF into neurons and myocytes, and in vitro differentiation of human neuron precursor cells (NPCs) into neurons. Thus, the dynamic expression of transcripts across the pseudotime-line was a unique range of differentiation events for each cell type. We consistently observed a pronounced enrichment of non-coding transcript biotypes within transcript clusters that were upregulated near the end of the pseudotime-line. This was largely restricted to the final differentiation cluster in cells captured from dissociated tissues, but included the three final transcript clusters when human NPCs were differentiated into neurons and an early transcript cluster in the differentiation of MEF into neurons. The artificial timescales of in vitro differentiation protocols and cellular reprogramming events may have contributed to these differences.

Prior studies have reported on global changes in gene expression that occur during cellular differentiation. In general, undifferentiated pluripotent cells express more genes per cell than committed progenitors or differentiated cells [40]. Furthermore, a range of non-coding RNAs display diverse expression patterns as cells undergo specification in the early stages of embryogenesis [18]. It has also been noted that global translation increases during early differentiation and decreases later in the differentiation of multiple cell types [41]. Similarly, RNA processing and splicing factors are downregulated during the reprograming of mouse fibroblast into cardiomyocytes [15]. Here we discovered that the emergence of non-coding transcript biotypes is a hallmark of cells undergoing terminal differentiation. However, we do not attribute the emergence of non-coding transcripts during terminal differentiation to general changes in RNA processing machinery, as there was no significant shift in the proportion of non-coding biotypes across the global transcriptome during differentiation (see Supplementary Fig. 2C, D). In contrast, our observed enrichment of non-coding biotypes was largely restricted to transcripts that upregulate during late differentiation and were important to specific cellular functions in mature MCs. Moreover, we found the emergence of non-coding transcript biotypes to be a general feature of differentiation among multiple cell types, yet the global shifts in the expression of splicing factors were not consistent across the differentiating cell types (see Supplementary Fig. 12). The mechanisms underlying the production of the multiple non-coding transcripts associated with differentiation will require further investigation.

Given that the levels of certain non-coding RNA transcripts have be shown to be cell-cycle-dependent [18], it is possible that cell cycle withdrawal during terminal differentiation is associated with the production of non-coding transcripts. However, the differentiating cells analyzed in this study exit the cell cycle very early in differentiation (see Supplementary Fig. 11). Therefore, it is unlikely that the emergence of non-coding transcripts in late differentiation is directly associated with cell cycle withdrawal. As non-dividing, differentiated cells do not need to produce structural and housekeeping proteins to generate daughter cells [42], their gene expression regulation may shift towards maintaining levels of functionally relevant proteins. These are the genes where we observed an excess of non-coding transcripts emerging in late differentiation.

The most common non-coding RNA biotypes detected in association with differentiation were RI, lncRNA, and NMD transcripts. All of these have been implicated in regulating gene expression. Modifying transcription and post-transcriptional processing are widely recognized functions of lncRNA [43]. Similarly, NMD transcripts have been reported as a regulator of gene expression in multiple cell types [9–11]. Although RI transcripts have the potential to be translated into peptides, previous studies have demonstrated that intron retention can also modulate the expression of genes crucial to lineage development [7, 8]. In the present study, we discovered a novel mechanism of RI-mediated gene regulation whereby *Aspa* RI nuclear condensates induce nuclear retention of *Aspa* mRNA. Thus, we speculate that, like the *Aspa* RI transcripts, other non-coding RNA transcripts emerging in quiescent differentiated cells may be involved in the regulation of genes important for the function of the mature cells.

The utilization of scRNA-seq enables the investigation of splicing and transcript variants at the individual cell level. Earlier studies detected non-coding transcripts in single cells at a limited scale, primarily due to low gene expression and technical limitations such as low capture efficiency [36, 44]. Our deep and full-length RNAseq on single MCs consistently detected non-coding transcript biotypes allowing us to identify those that were associated with the different stages of cellular differentiation. Although we discovered a novel gene regulatory role for *Aspa* RI transcripts, further studies are warranted to elucidate the precise functions of other non-coding transcripts that emerge during cellular differentiation. Nevertheless, our findings that non-coding biotype expression is consistently enriched as cells terminally differentiate suggest a functional importance for these transcripts. Potential functions include the post-transcriptional regulation of genes required for cell-specific functions. It is also interesting to speculate that dysregulation of this process may take place in cells with defective cellular differentiation, such as neurons of individual with DS.

## Supplementary information

Supplementary Information

Supplementary Video 1

Supplementary Video 2

## Data Availability

The scRNA-seq data from this study is available in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE213104. All analyses were performed in R and Python using previously published packages. No new scripts were created. Scripts employed in this study are available upon request.

# Supplementary material for: Single cell analysis of developing Merkel cells reveals the emergence of non-coding RNA biotypes as a hallmark of terminal differentiation
**Source:** Cell Death Differ. 2026 Feb 3;33(7):1503–13. doi: 10.1038/s41418-026-01663-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information for**

### **Single cell analysis of developing Merkel cells reveals the emergence of non-coding RNA biotypes as a hallmark of terminal differentiation**

Lingling Miao<sup>1</sup>, Loren Collado<sup>1</sup>, Savannah Barkdull<sup>1</sup>, Patrick Hallaert<sup>1</sup>, Mackenzie R. Martin<sup>1</sup>, Berkley E. Gryder<sup>2</sup>, Michael C. Kelly<sup>3</sup>, Stefania Dell'Orso<sup>4</sup>, Matthew W. Kelley<sup>3</sup>, and Isaac Brownell<sup>1,\*</sup>

#### **This pdf file includes:**

Materials and Methods

Supplementary Figures 1 to 14

Legends for Supplementary Videos 1 and 2

## MATERIALS AND METHODS

### Key resources table

## Method details

### Mouse

*Sox2<sup>GFP/+</sup>* and *Gfi1<sup>GFP/+</sup>* reporter mice were purchased from JAX and were housed and bred on an outcrossed Swiss Webster background in the animal facility at the National Cancer Institute and the National Institute of Arthritis and Musculoskeletal and Skin Diseases, NIH. All experiments were performed in accordance with institutional guidelines and IACUC-approved protocols. Mice of different ages were collected to harvest skin samples for cell sorting and single-cell analysis. Sample sizes were based on previous experience and availability, and no formal statistical sample size calculation was performed. For scRNA-seq, investigators were aware of the genotype at the time of skin collection; however, all downstream analyses, including cell sorting, sequencing and bioinformatic processing, were performed using coded sample identifiers to ensure blinding. For cell sorting, all pups of the specified genotype were included, and no further randomization was applied. For smFISH experiments, mice were randomly selected from the available wild-type littermates.

### Epidermal cell dissociation

Neonatal mice (postnatal day 0, P0) were euthanized in a CO<sub>2</sub> euthanasia chamber for 20 minutes, followed by decapitation and skin harvesting. To dissociate epidermal cells, neonatal skin was incubated in dispase (Corning, #354235) for 1 hour at room temperature. The epidermal sheet was then separated from the dermis. The epidermis

was subsequently cut into small pieces and digested in 0.05% trypsin for 15 minutes, with shaking occurring every 5 minutes. DMEM with 10% FBS was added to stop enzyme digestion. The epidermal suspension was pipetted up and down ten or more times, passed through a 70  $\mu$ M and then a 40  $\mu$ M cell strainer, and was then collected in a new Falcon tube. Epidermal cells were pelleted by centrifuge at 300 x g for 5 minutes. The resulting supernatant was carefully aspirated without disturbing the cell pellet. The cell pellets were then resuspended in PBS with 4% FBS.

Postnatal day 6 (P6) mice were euthanized following same protocol as for P0 mice. Skin harvested from P6 mice was incubated in 0.15% trypsin at 37°C for 30 minutes by floating the skin dermis-side down on top of the trypsin. The epidermis was subsequently collected by scraping with a scalpel in 0.05% trypsin. Postnatal epidermal cells were then processed by following the same procedure used for dissociated neonatal epidermis.

To prepare embryonic mouse skin cells, female breeders were euthanized in a CO<sub>2</sub> euthanasia chamber for 3 minutes followed by cervical dislocation. Embryos at days (E) 16.5, 17.5 or 18.5 were then harvested and euthanized by decapitation. Embryonic skin was harvested and processed using the same procedure as described for neonatal skin, with (E18.5) or without (E16.5 and E17.5) dispase treatment.

For each time point and each mouse strain (*Sox2<sup>GFP/+</sup>* or *Gfi1<sup>GFP/+</sup>*), single cells sorted from one litter (3-5 GFP-positive mice) were processed for cDNA library preparation and included in the pooled library for sequencing, except that P0 *Sox2<sup>GFP/+</sup>* cells were collected from 8 mice across 3 litters.

### **Flow cytometry and cell sorting**

Neonatal or postnatal epidermal and embryonic skin cells from *Sox2*<sup>GFP/+</sup> or *Gfi1*<sup>GFP/+</sup> reporter mice were stained for viability with DAPI and analyzed by flow cytometry on a BD LSRII analyzer. Single GFP<sup>+</sup>DAPI<sup>-</sup> cells were sorted into a 96-well plate preloaded with lysis buffer using Beckman MoFlo Astrios or BD Influx Cell Sorter. This lysis buffer was prepared according to the Smart-seq2 protocol (1). Single GFP<sup>+</sup>DAPI<sup>-</sup> cells from the neonatal epidermal cells were sorted as controls.

### **scRNA-seq**

Single-cell cDNA libraries were prepared by following the Smart-seq2 protocol (1) with minor modifications. Briefly, single-cell RNA transcripts were reverse-transcribed using SuperScript II Reverse Transcriptase (ThermoFisher, #18064014) followed by 21 cycles of pre-amplification. cDNA concentrations were assessed using the PicoGreen dsDNA Assay kit (ThermoFisher, #P11496), and cDNA quality was evaluated using the Agilent bioanalyzer with the High Sensitivity DNA kit (Agilent, #5067-4626). High quality single-cell cDNA strands were selected for further processing. The cDNA was diluted, and its concentration was normalized. A total of 1152 single-cell cDNA libraries were generated using the Illumina Nextera XT library preparation kit (Illumina, #FC-131-1096) and indexed through the Illumina Nextera XT index kit v2 (Illumina, #FC-131-2001, 2002, 2003, 2004). cDNA libraries from each of the 384 cells were pooled together for sequencing, inclusion of single cells into libraries was stratified such that each pooled library contained cells sourced all different time points and both reporter mice. This resulted in a total of three pooled cDNA libraries being prepared. Each pooled library was paired-end sequenced across 4 lanes of the HiSeq3000 with 125bp or 100bp read length.

### **scRNA-seq data processing**

Sequencing reads were demultiplexed using Bcl2fastq v2.20. Adapters were trimmed, as were 125bp sequencing reads which were trimmed to 100bp using Trimmomatic v0.36. Reads were aligned to the GRCm38.p6 mouse reference genome using STAR v2.5.2b with Ensembl annotation (release 98). Expression values for individual genes and transcripts were both estimated and quantified with RSEM v1.3.0 and TPM (transcripts per million) values were used for further analysis. Index hopping correction was applied, and all subsequent analyses were performed on the corrected data (2).

### **scRNA-seq data analysis**

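Of the cells in the deposited tables that were left out of the MC set, 52.8% were labelled dermal papilla and 37.7% hematopoietic. The others were 30 keratinocytes and 4 MCs of the GFP-negative sort. Over all 1057 cells, the median number of genes above 0 TPM was 6267 and the median mitochondrial share 4.70%.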

Out of 1057 cells that passed quality control (defined as having more than 2000 expressed genes and less than 10% mitochondrial gene expression), 698 single cells were identified as MCs and MC precursors. TPM gene or transcript expression matrices were used, and analyses were conducted using default parameters unless otherwise specified.

The trajectory of MC differentiation was analyzed using Monocle 2 (3). Differentially expressed genes were identified in an unsupervised manner, and single cells were ordered based on expression of top 1905 differentially expressed genes (adjusted p-value < 0.00001). For cell ordering, dimensionality reduction was performed using the *DDRTree* method. Pseudotime-dependent genes were then identified.

Transcripts differentially expressed across MC differentiation pseudotime were identified and clustered on their expression patterns using Monocle 2. Biotypes for individual transcripts were annotated using Ensembl BioMart. The biotype composition for each transcript cluster was analyzed. Genes expressing non-coding transcripts that

increased during terminal differentiation were analyzed for gene ontology using Gene Set Enrichment Analysis.

### **Identification of detected transcripts and analysis of transcript biotype composition**

To determine which transcripts were reliably detected in single MCs, we counted the number of single cells with an expression level of TPM > 10 for each transcript. The ROSE (Rank Ordering of Super-Enhancers) method was used to plot the rank ordering of cell numbers for all transcripts, and a threshold of > 58 cells was identified. Thus, we determined that transcripts with TPM > 10 in more than 58 single MCs were reliably detected in our scRNA-seq data. 

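How many transcripts count as detected depends on this threshold. With more than 9 cells in place of more than 58, 39056 transcripts passed, and with 2 times as many cells as 58, 9134, with 59.99% and 79.6% of them protein-coding. Outside the dynamic set these left 35623 and 5701 transcripts. With the number of cells kept and the TPM threshold lowered, 67.2% were protein-coding above 1 TPM and 72.6% above 5 TPM. The rank ordering of cell numbers was not repeated.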

Transcripts not included in the pseudotime-dependent transcript clusters/modules were categorized as “All others” (N=13600). Using the same method, we determined that 11052 all other transcripts (TPM > 10 in more than 9 cells) were detected in the mouse AT2 data (4), 22291 all other transcripts (TPM > 10 in more than 49 cells) were detected in the human neuron data (5), 13004 all other transcripts (TPM > 10 in more than 21 cells) and 16308 all other transcripts (TPM > 10 in more than 14 cells) were respectively detected in the mouse MEF/myocyte and MEF/neuron data (6), 21183 all other transcripts (TPM > 10 in more than 7 cells) were detected in the mouse growth plate data (7), and 20562 all other transcripts (TPM > 10 in more than 1 cell) were detected in the long-read single-nuclei RNA-seq data on myotube differentiation (8). Biotypes of individual transcripts were annotated using Ensembl BioMart. The proportion of each biotype was then calculated for transcripts within each pseudotime-dependent transcript cluster and for all other detected transcripts. The most representative transcript biotypes detected were protein coding, RI, lncRNA, NMD, and

processed pseudogene, whereas the remaining biotypes were assigned to the category “others”. Pearson’s chi-squared tests were conducted to assess the distribution of protein coding and non-coding transcripts among all transcript clusters, including the “All others” category.

### **Analysis of published datasets**

We selected full-length short-read scRNA-seq data studying cell differentiation that includes paired-end sequencing generated using Smart-seq as well as read lengths no shorter than 100 bp. Our selected datasets include: mouse lung alveolar type II cell development ((4), GEO accession number GSE52583), *in vitro* differentiation of human neural precursor cells (NPCs) to neurons ((5), GEO accession number GSE102066), *in vitro* differentiation of mouse embryonic fibroblasts (MEFs) to neurons and myocytes ((6), GEO accession number GSE67310), and mouse growth plate differentiation ((7), GEO accession number GSE76157). Once FASTQ data were downloaded, data processing and analysis was performed using the same pipeline and tools employed for our MC scRNA-seq analysis. Sequencing reads were aligned to either the GRCm38.p6 mouse reference genome or the GRCh38.p13 human reference genome. All single cells from the datasets were included in the clustering and differentiation trajectory analysis, except for mouse lung alveolar type II cell, in which only the *Sftpc*<sup>+</sup> AT2 cell lineage was included. We confirmed that cell clustering and differentiation trajectory results were consistent with those reported in the source literature. For mouse MEFs’ differentiation to myocytes and neurons, differentiation was induced either by exclusively overexpressing the proneural pioneer factor *Ascl1* or by simultaneously overexpressing the *Ascl1*, *Brn2*, and *Myt1l* transcription factors (TFs). Differentiation was initiated in

naïve MEFs or clonal *Asc/1*-inducible MEFs. In Supplemental Fig. 9, differentiating cell samples derived from MEFs induced by either the three TFs or clonal *Asc/1* were respectively labeled with a differentiation date followed by “3TFs” or “clonal” to distinguish them from naïve MEF-derived *Asc/1*-induced cells.

Gene and transcript expression matrices from long-read sequencing of C2C12 myoblasts differentiating into myotubes ((8), GSM5169183 from GSE168776) were downloaded, and only single-nuclei data were included for further analysis. Seurat 4.3.0 was used for cell clustering and Monocle 3 was used for trajectory analysis using the gene expression matrix. Transcript modules that changed as a function of differentiation pseudotime were also identified using Monocle 3. These modules were then classified based on their expression patterns, specifically the highest levels in different cell clusters. Biotypes of individual transcripts were annotated using Ensembl BioMart, and biotype composition for transcripts in each group was analyzed.

FASTQ RNA-seq data on iPSCs-derived NPCs and neurons from healthy controls and DS patients were kindly provided by Dr. Niklas Dahl’s research group (9). Sequencing reads were mapped to the GRCh38.p13 human reference genome using STAR v2.5.2b with Ensembl annotation (release 98). Expression at both the gene and transcript levels was estimated and quantified with RSEM v1.3.0. For both healthy control and DS conditions, differentially expressed transcripts between NPCs (n=2) and differentiated neurons (n=2) were identified using DESeq2 v1.26.0. The biotypes for individual transcripts were annotated using Ensembl BioMart. For both healthy control and DS conditions, expressed transcripts were identified by filtering those with TPM greater than 10 in more than 2 samples, ensuring their expression in both NPCs and

neurons. Expressed transcripts that were not differentially upregulated during neuronal differentiation were categorized as “All others” (N=8798 for healthy control and N= 9104 for DS). The transcript biotype composition was analyzed for all other detected transcripts as well as for those upregulated in differentiated neurons. A two-proportion z-test with continuity correction was conducted to assess the equality of proportions for protein coding and non-coding transcripts upregulated in healthy control neurons versus DS neurons.

### **smFISH**

Neonatal mice were euthanized in a CO<sub>2</sub> euthanasia chamber for 20 minutes followed by decapitation. After harvesting their dorsal skin, the epidermal sheet was separated from the dermis using dispase (Corning, #354235). This epidermal sheet was then fixed in 4% PFA at 4°C overnight. Whole mount smFISH was performed on the epidermal sheet using the RNAScope Multiplex Fluorescent V2 Assay (ACD, #323100) following the manufacturer’s instructions. Isoform-specific smFISH probe targets included: *Aspa* mRNA probe #1, 2-631bp of ENSMUST00000021119; *Aspa* mRNA probe #2, 658-1486bp of ENSMUST00000021119; *Aspa* RI probe, 1684-3435bp of ENSMUSE00000766546; *Vwa5b2* mRNA probe, 3240-4169bp of NM\_001144953.1; and *Vwa5b2* RI probe, 20-776bp of ENSMUST00000145483.1. Following smFISH, K8 (DSHB, TROMA-I) immunostaining was performed on the epidermis to visualize MCs. Confocal images were acquired using a Leica SP8 LIGHTNING confocal system. For each touch dome, MCs were equally assigned to the inner and outer touch dome based on their location. smFISH of HT-22 cells cultured on coverslips was conducted and analyzed using the same methods. Nuclear signals were counted in the DAPI stained

area. For *Aspa* mRNA, mRNA probe #1 was used for MCs and mRNA probe #2 was used for HT-22 cells.

Signal intensity for all RNA targets was analyzed using ImageJ or Imaris software. For *Aspa* and *Vwa5b2* transcripts in MCs, signal intensity for each individual transcript was measured in each cell within a touch dome and then normalized to the mean intensity per cell for that specific touch dome. The relative intensity in single cells within the inner and outer touch domes was shown in Fig. 2C (*Aspa*) and Supplementary Fig. 5F (*Vwa5b2*). Colocalization of coding and non-coding transcripts was assessed for each cell using Coloc 2 function in ImageJ, and data for individual cells were presented in Supplementary Fig. 3D-F (*Aspa*) and Supplementary Fig. 5G-I (*Vwa5b2*). The nuclear and cytoplasmic proportions of *Aspa* mRNA and *Aspa* RI in mouse touch dome MCs were analyzed on z-stacked images in Imaris using the Surpass tool. Signal intensity was analyzed for each MC (indicated by K8 staining) and for their nuclei (segmented by DAPI staining). The proportion of signal in the nuclei versus the whole cell for individual MCs (N =17) was presented in Supplementary Fig. 4A. For *Aspa* transcripts in HT-22 cells, the overall signal intensity within a high-power field (covering 6-28 cells) was collected for each transcript. This intensity was divided by the number of cells in each field to obtain the mean signal intensity per cell. Values from 6 fields for each condition were collected. The mean signal intensity per cell was then normalized relative to the mean value from control groups (undifferentiated cells or vector-transfected cells). The relative signal intensity per cell across different fields was summarized and presented as box plots in Fig. 3A' and B'. For each *Aspa* transcript, signal intensity was also measured for individual HT-22 cells. The percentage of

cytoplasmic signal was calculated by subtracting the nuclear intensity (marked by DAPI staining) from the whole cell intensity and then dividing by the whole cell intensity. The percentage of cytoplasmic signal for individual cells was shown in Fig. 3A'' and B''.

Statistical comparisons of signal intensities or colocalization between the inner and outer touch domes, as well as between two treatments in HT-22 cells, were performed using two-sample t-test, with Welch's correction applied when variances were unequal.

Image files from different smFISH experiments were coded and randomized prior to analysis so that the investigator performing the quantification was blinded to the probe identity.

### **HT-22 culture, differentiation and transfection**

HT-22 cells were generously provided by Dr. Klaus van Leyen at Massachusetts General Hospital, Harvard University. Authentication was performed by short tandem repeat (STR) profiling to confirm identity. Mycoplasma contamination was detected and successfully eliminated using Plasmocin (InvivoGen) at 4.5 µg/ml prior to experimental use. The cells were cultured in DMEM with 10% FBS, 100U/ml penicillin, and 0.1 mg/mL streptomycin. To ensure neuronal differentiation, cells were seeded on coverslips or dishes coated with 100 µg/ml PDL (MilliporeSigma, #P0899) and 10 µg/ml laminin (ThermoFisher, #23017015). The cells were cultured overnight, and the media was then replaced with Neurobasal medium (ThermoFisher, #21103049) supplemented with 2mM L-glutamine (ThermoFisher, #25030081) and 1 X N-2 supplement (ThermoFisher, #17502048) for 48 or 96 hours (96 hours for ELISA, 48 hours for all other experiments) before harvesting (10). Differentiation was assessed using cell cycle

analysis, cell morphology assay and RT-qPCR quantification for the expression of *Chat*, which is known to be upregulated in HT-22 cells upon neuronal differentiation (11, 12).

DNA encoding the full-length mouse *Aspa*-202 transcript was synthesized by Biomatik and subsequently cloned into a pcDNA3.1 vector. The overexpressing plasmid or empty vector control were then transfected into undifferentiated HT-22 cells using Lipofectamine 2000 (ThermoFisher, #11668019). Cells were harvested 24-48 hours post-transfection.

siRNA targeting mouse *Aspa* and negative control were purchased from ThermoFisher. NC: Catalog No. 4390844; siRNA#1: siRNA ID s61939; siRNA#2: siRNA ID s61940; siRNA#3: siRNA ID s61941. siRNAs were transfected into undifferentiated HT-22 cells using Lipofectamine 3000 (ThermoFisher, #L3000008). Cells were harvested 48 hours post-transfection for RT-qPCR analysis of *Aspa* mRNA expression.

To detect the function of ASPA or *Aspa* RI on HT-22 cell neuronal differentiation, HT-22 cells were transfected with *Aspa*-202 overexpressing plasmid or empty vector control, or *Aspa* siRNAs or negative control, and changed to differentiation media 48 hours post-transfection. Cells were harvested for analysis 48 hours post-differentiation.

### **ASPA flow cytometry and ELISA**

HT-22 cells were harvested, stained with the LIVE/DEAD Fixable Violet Dead Cell Stain Kit (ThermoFisher, #L34963), and fixed in 4% PFA for 30 minutes. The cells were then permeabilized with 0.2% Tween 20 at room temperature for 30 minutes. Subsequently, the cells were stained with APC-conjugated anti-ASPA antibody (APC conjugation kit: Abcam, #ab201807; ASPA antibody: ThermoFisher, # 13244-1-AP) for 90 minutes at room temperature. These stained cells were analyzed using an Attune flow cytometer

(ThermoFisher). The resulting data were processed in FlowJo such that representative histograms were normalized to unit area to ensure comparability of ASPA expression levels across samples. Mean fluorescence intensity (MFI) was retrieved for statistical analysis, and the two treatments in HT-22 cells were compared via a two-tailed unpaired Student's t-test.

ASPA ELISA was conducted to assess ASPA protein expression using a mouse ASPA ELISA kit (Mybiosource, #MBS7207768) following manufacturer's instructions. Briefly, undifferentiated HT-22 cells transfected with the *Aspa*-202 overexpressing plasmid or empty vector, as well as undifferentiated and differentiated HT-22 cells were harvested and lysed by performing three cycles of freeze-thaw. Cell lysates were collected after centrifugation to remove debris and proceed with the assay. Experiments were conducted in triplicates. ASPA protein concentration was normalized to total protein quantified by BCA assay (ThermoFisher, #23227), and relative protein expression was calculated by normalizing to the control (empty vector for *Aspa*-202 overexpression and undifferentiated cells for differentiation). Data were compared using a two-tailed unpaired Student's t-test.

### **RNA extraction, RT and qPCR**

RNA was extracted using the RNeasy Mini Kit (Qiagen cat. #74134) and cDNA was synthesized with the Superscript III First-Strand Synthesis System (ThermoFisher Scientific, cat. #18080051) according to manufacturer's instructions. cDNA was synthesized using random hexamers. qPCR for *Aspa* and *Chat* was performed with power SYBR Green PCR master mix (Thermofisher, #4368702) and analyzed on StepOnePlus real-timePCR system (Thermofisher). The relative *Aspa* and *Chat* mRNA

levels were analyzed by normalizing the threshold cycle (Ct) value to that of internal loading control, *Rpl13a*. Primers used are: *Aspa* forward 5'-CCTCACGGTGTCCTTAGAGC -3'; *Aspa* reverse 5'-ATGGTTTCCAGTCTTGATCCTGC -3'; *Chat* forward 5'-GCTTGAATGGAGCGAATCGTTGG -3'; *Chat* reverse 5'-CACCAGGACGATGCCATCAAAAG -3'; *Rpl13a* forward 5'-CTGCTCTCAAGGTTGTTCCGGCT -3'; *Rpl13a* reverse 5'-CCTTCCGTTTCTCCTCCAGAGT -3'. Expression of *Aspa* or *Chat* between different groups (N = 3) was compared using one-way ANOVA.

#### **Cell proliferation, cell cycle, and apoptosis assay, and Giemsa staining**

HT-22 cells transfected with the *Aspa*-202 overexpressing plasmid or empty vector were harvested 48 hours post-transfection. Cell numbers were counted using an automated cell counter (DeNovix) and expressed relative to the initial numbers seeded. Cell numbers between the *Aspa* overexpressing and control groups (N = 5) were compared using a two-tailed unpaired Student's t-test. Cell apoptosis was analyzed by flow cytometry. Briefly, harvested cells were washed with PBS and resuspended in Annexin V Binding Buffer (Biolegend, #422201). Cells were then stained with APC-conjugated Annexin V (Biolegend, #640941) and propidium iodide (PI, MilliporeSigma, #P4864) for 15 minutes at room temperature in the dark, followed by analysis on an Attune flow cytometer (ThermoFisher). Apoptosis between *Aspa* overexpressing and control groups (N = 4) was compared using two-way ANOVA.

HT-22 cells transfected with the *Aspa*-202 overexpressing plasmid or empty vector, or *Aspa* or negative control siRNAs, followed by neuronal differentiation and

undifferentiation control cells, were harvested for cell cycle analysis. Briefly, cells were fixed in cold 70% ethanol at -20 °C overnight, then washed with PBS and stained with PI solution (containing 50 µg/ml PI, 100 µg/ml DNase-free RNase A, and 0.05% Triton X-100) at 37 °C for 15 minutes. Stained cells were washed with PBS and analyzed on an Attune flow cytometer (ThermoFisher). Additionally, a Giemsa assay was also conducted on cells with the same transfection and differentiation treatments using the Differential Quik III staining kit (Polysciences, #26419) to assess cell morphology.

### **RNA-seq of HT-22 cells**

HT-22 cells transfected with the *Aspa*-202 overexpressing plasmid or empty vector in triplicates were harvested 48 hours post-transfection. RNA was extracted using the RNeasy Mini Kit (Qiagen cat. #74134). Library preparation was performed using the NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB, #E7770). Sequencing was carried out on a NovaSeq platform using pair-end 50-bp reads. Reads were aligned to the GRCm39 mouse reference genome using STAR v2.7.10b with Ensembl annotation (release 112). Expression values for individual genes were estimated and quantified with RSEM v1.3.3. Differentially expressed genes were identified with DESeq2 v1.36.0.

### **Statistical analysis**

All quantitative methods and statistical analyses are described in the relevant sections of the Method details. Normality of the data was assessed using the Shapiro-Wilk test, and homogeneity of variances was evaluated using Levene's test. For comparisons involving two groups, a standard unpaired t-test was used when variances were equal; otherwise, Welch's t-test was applied. For analyses involving more than two groups or factorial designs, ANOVA was conducted. When variances were equal, standard one-

way or two-way ANOVA was used; in cases of unequal variances, Welch's ANOVA was performed. Statistical analyses were carried out using R or GraphPad Prism.

### **Supplementary References:**

1. Picelli S, Faridani OR, Bjorklund AK, Winberg G, Sagasser S, Sandberg R. Full-length RNA-seq from single cells using Smart-seq2. *Nat Protoc.* 2014;9(1):171-81.
2. Miao L, Collado L, Barkdull S, Saito Y, Jo JH, Han J, et al. Estimating and correcting index hopping misassignments in single-cell RNA-seq data. *bioRxiv.* 2024.
3. Trapnell C, Cacchiarelli D, Grimsby J, Pokharel P, Li S, Morse M, et al. The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. *Nat Biotechnol.* 2014;32(4):381-6.
4. Treutlein B, Brownfield DG, Wu AR, Neff NF, Mantalas GL, Espinoza FH, et al. Reconstructing lineage hierarchies of the distal lung epithelium using single-cell RNA-seq. *Nature.* 2014;509(7500):371-5.
5. Wang J, Jenjaroenpun P, Bhinge A, Angarica VE, Del Sol A, Nookaew I, et al. Single-cell gene expression analysis reveals regulators of distinct cell subpopulations among developing human neurons. *Genome Res.* 2017;27(11):1783-94.
6. Treutlein B, Lee QY, Camp JG, Mall M, Koh W, Shariati SA, et al. Dissecting direct reprogramming from fibroblast to neuron using single-cell RNA-seq. *Nature.* 2016;534(7607):391-5.
7. Li J, Luo H, Wang R, Lang J, Zhu S, Zhang Z, et al. Systematic Reconstruction of Molecular Cascades Regulating GP Development Using Single-Cell RNA-Seq. *Cell Rep.* 2016;15(7):1467-80.
8. Rebboah E, Reese F, Williams K, Balderrama-Gutierrez G, McGill C, Trout D, et al. Mapping and modeling the genomic basis of differential RNA isoform expression at single-cell resolution with LR-Split-seq. *Genome Biol.* 2021;22(1):286.
9. Sobol M, Klar J, Laan L, Shahsavani M, Schuster J, Anneren G, et al. Transcriptome and Proteome Profiling of Neural Induced Pluripotent Stem Cells from Individuals with Down Syndrome Disclose Dynamic Dysregulations of Key Pathways and Cellular Functions. *Mol Neurobiol.* 2019;56(10):7113-27.
10. He M, Liu J, Cheng S, Xing Y, Suo WZ. Differentiation renders susceptibility to excitotoxicity in HT22 neurons. *Neural Regen Res.* 2013;8(14):1297-306.
11. Lim J, Bang Y, Kim KM, Choi HJ. Differentiated HT22 cells as a novel model for in vitro screening of serotonin reuptake inhibitors. *Front Pharmacol.* 2022;13:1062650.
12. Liu J, Li L, Suo WZ. HT22 hippocampal neuronal cell line possesses functional cholinergic properties. *Life Sci.* 2009;84(9-10):267-71.

### **SUPPLEMENTARY FIGURES 1 to 14**

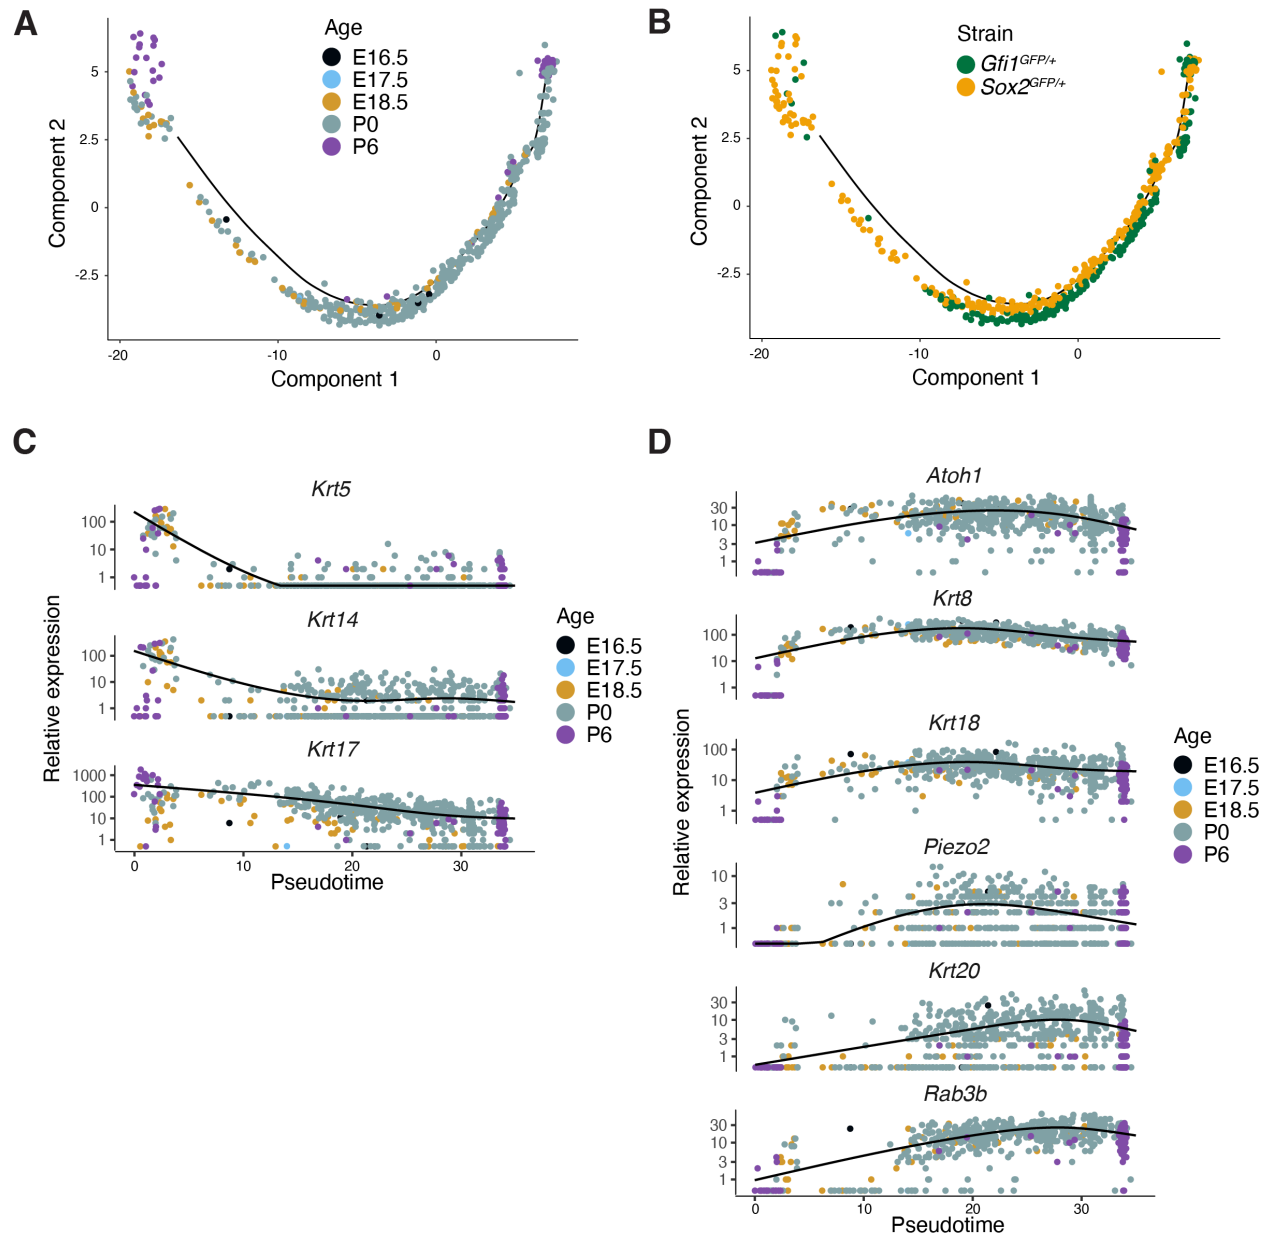

**Supplementary Fig. 1 MC marker genes are expressed in differentiating MCs.**

**(A and B)** Same pseudotime plots as Figure 1A labeled with sampling timepoints (A) and source GFP reporter mice (B).

**(C and D)** Scatter plots indicating the relative expression levels of MC progenitor marker genes (C) and differentiated MC marker genes (D) in single MCs along the pseudotime of MC differentiation. E, embryonic day; P, postnatal day.

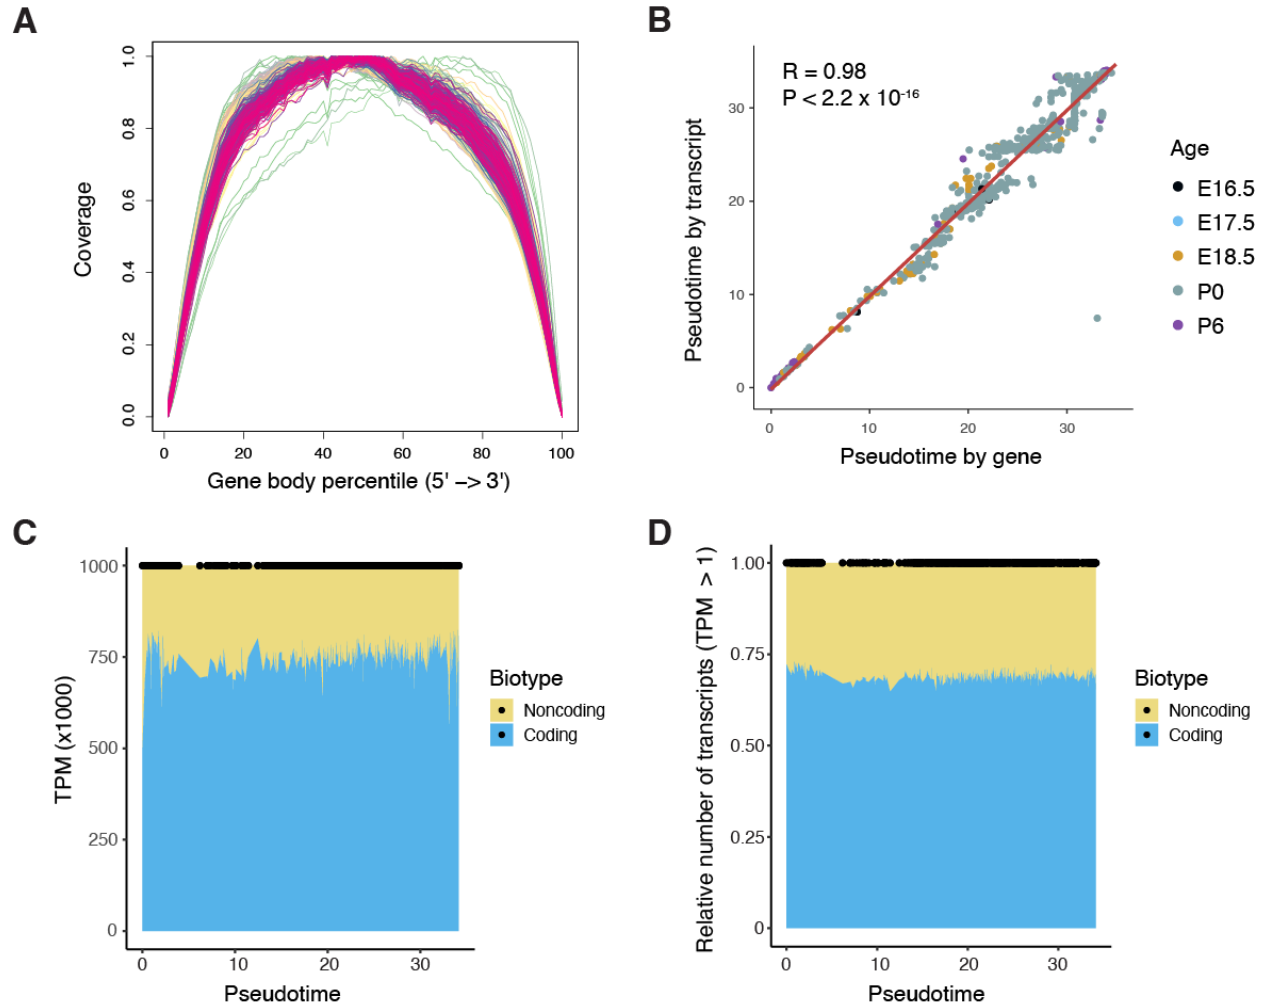

**Supplementary Fig. 2 Full-length scRNA-seq captures transcript expression during MC differentiation.**

**(A)** Gene body coverage plot showing read coverage over gene bodies in single MCs. The mean coverage is estimated from housekeeping genes. Each line shows the distribution of reads along the length of the genes from the 5'-end to the 3'-end in a single cell.

**(B)** Scatter plot showing the correlation of MC differentiation pseudotime estimated using gene expression and transcript expression data. Each dot represents a cell.

**(C)** Area plot showing the relative expression contribution of protein coding and non-coding transcript reads in single MCs along the pseudotime of differentiation. Total TPM of coding and non-coding transcripts is indicated by the blue and yellow areas respectively. Each dot represents a cell.

**(D)** Area plot showing the relative number of expressed protein coding and non-coding transcripts with a TPM > 1 in single MCs along the pseudotime of differentiation. Number of coding and non-coding transcripts is indicated by the blue and yellow areas respectively. Each dot represents a cell.

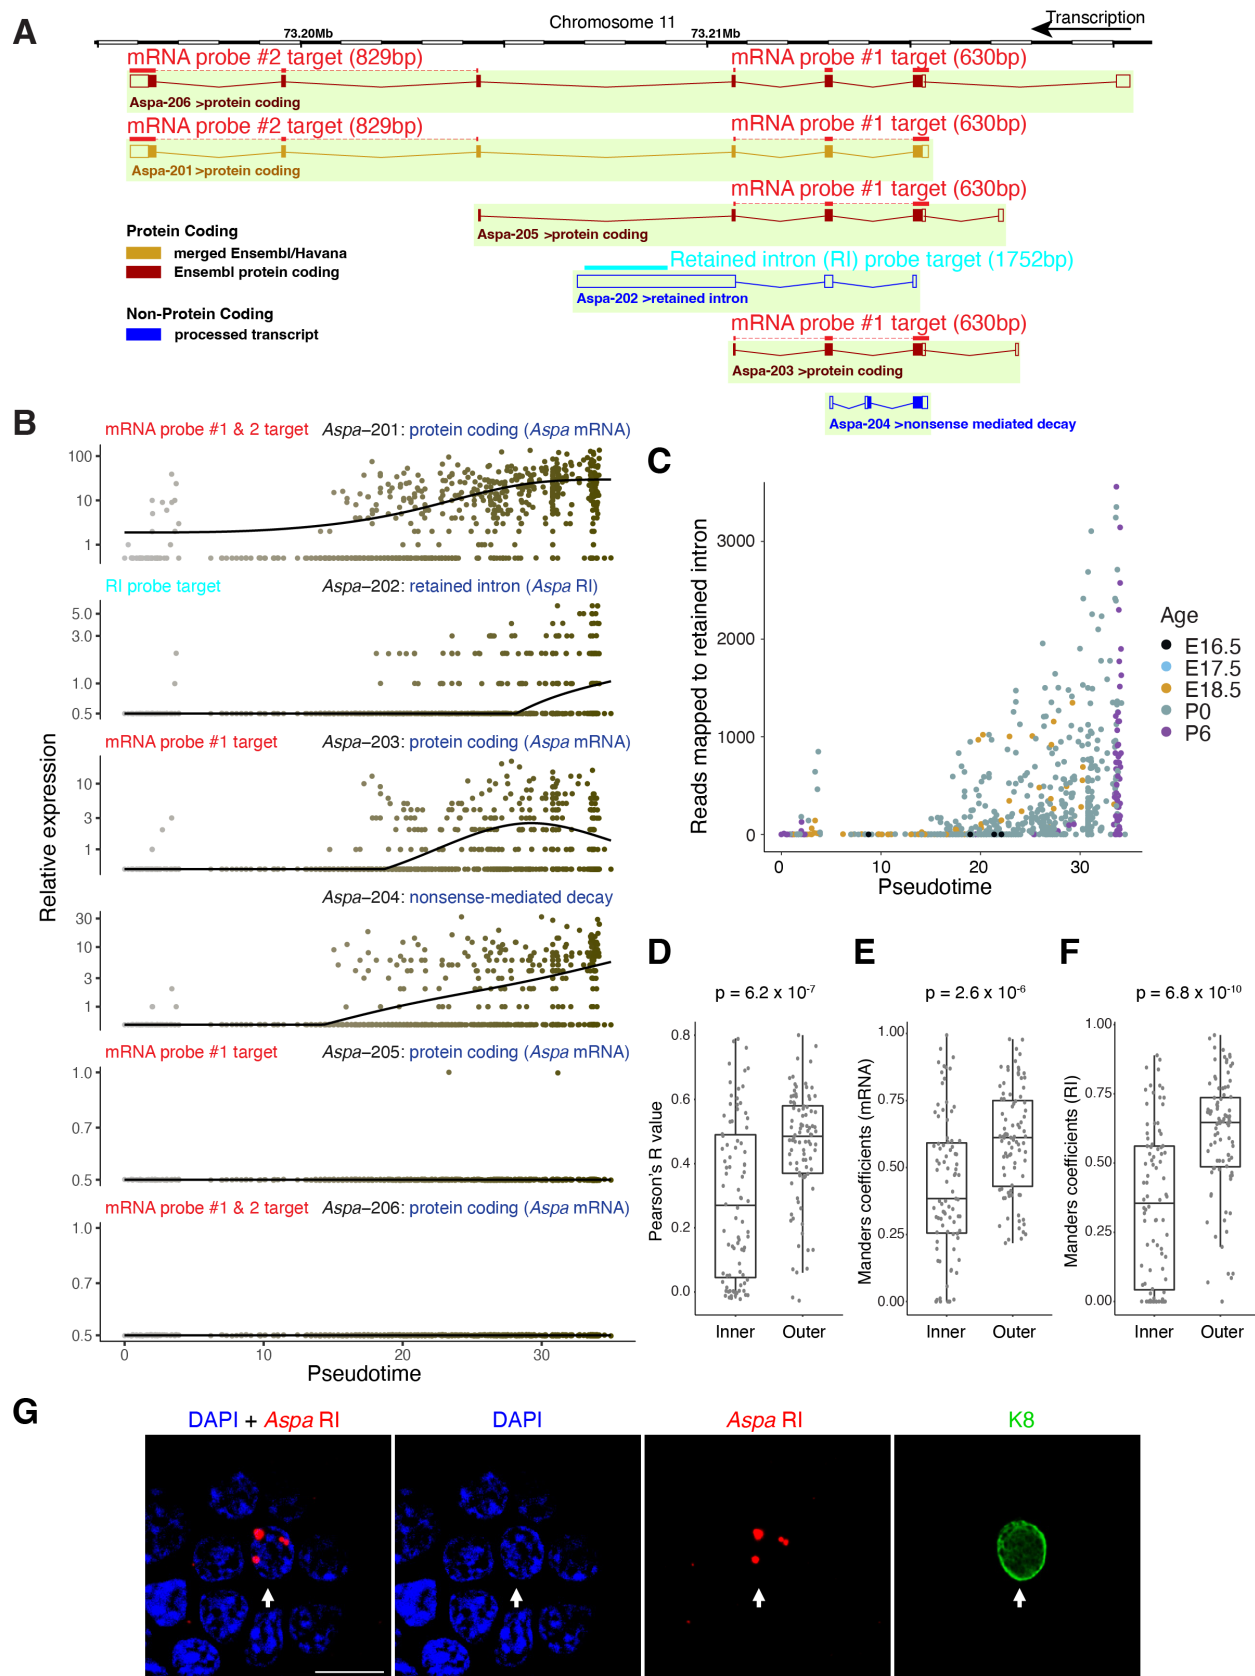

**Supplementary Fig. 3 *Aspa* transcripts are expressed during MC differentiation.**

**(A)** Transcript schematic of mouse *Aspa* gene locus from Ensembl database. Mouse *Aspa* gene locus encodes 6 different transcripts: *Aspa*-201, 202..., 206. Rectangular boxes represent exons. Boxes with solid colors indicate protein coding region. Bold lines indicate the target sequences of the smFISH probes which recognize mRNA transcripts *Aspa*-201/203/205/206 (mRNA probe #1, red), mRNA transcripts *Aspa*-201/206 (mRNA probe #2, red), and the retained intron (RI) transcript *Aspa*-202 (cyan).

**(B)** Scatter plots indicating the expression levels of *Aspa* transcripts in single MCs along the pseudotime of MC differentiation.

**(C)** Scatter plot showing the absolute read counts aligned to the retained intron of *Aspa*-202 in single MCs along the pseudotime of MC differentiation.

**(D-F)** Spatial correlation of *Aspa* mRNA and *Aspa* RI smFISH signal intensity in individual MCs from Figure 2D as indicated by Pearson's correlation and Mander's split coefficients. Boxplots show median interquartile range (IQR), and whiskers extending to 1.5 x IQR. Data were collected from 9 touch domes across 3 mice. N (Inner) = 88; N (Outer) = 92.

**(G)** Representative confocal optical section of smFISH displaying the extrachromosomal localization of *Aspa* RI (red) transcripts in a dissociated mouse MC expressing K8 (green). Chromosome/DNA, DAPI (blue). Arrow, MC expressing *Aspa* RI. Scale bar, 10µm.

**A**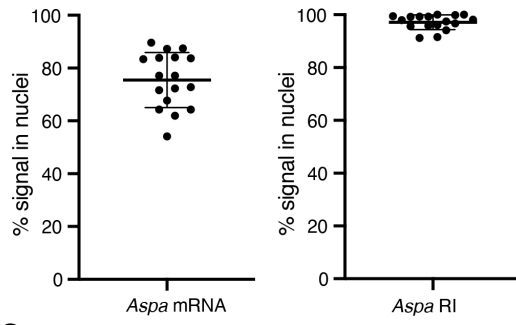**B**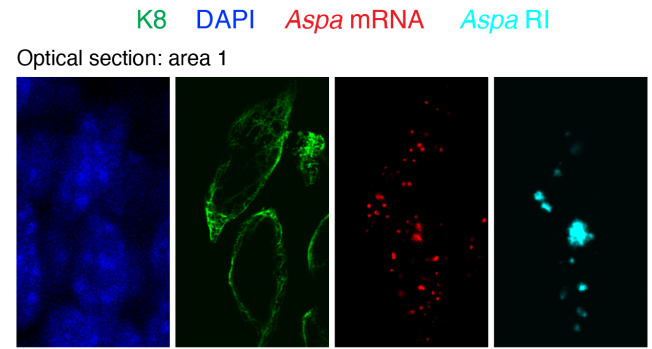**C**

Optical section: area 2

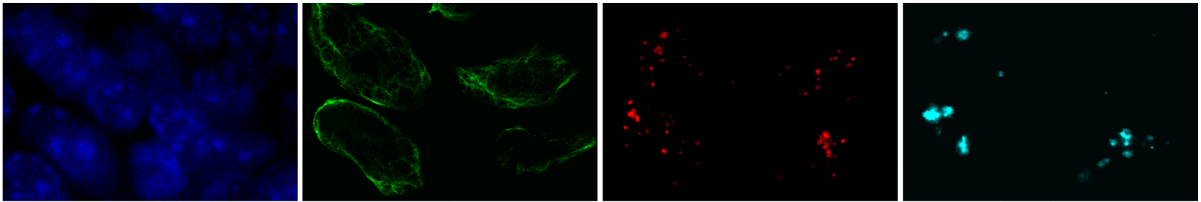**D**

Maximum projection

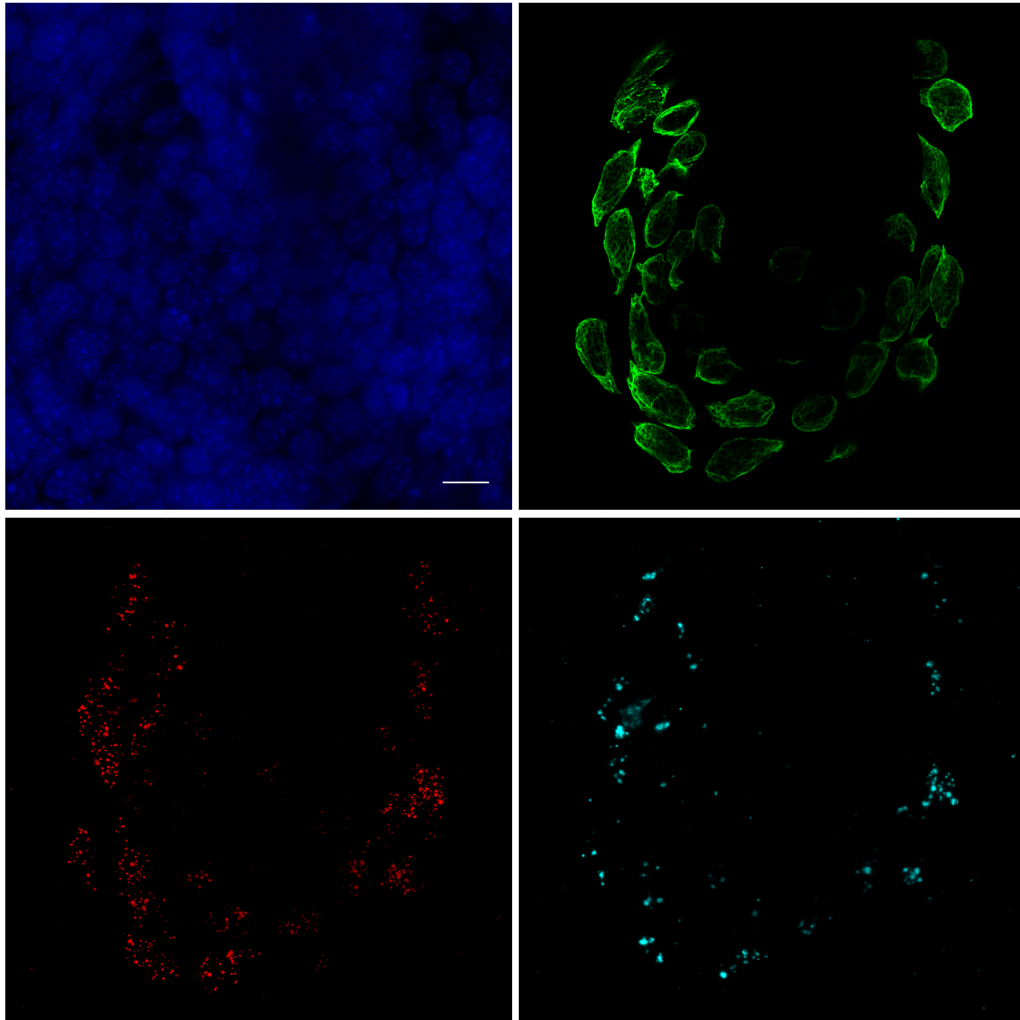

**Supplementary Fig. 4 Retained intron transcript *Aspa*-202 is co-expressed with *Aspa* mRNA transcripts in single MCs and forms nuclear condensates.**

**(A)** Scatter plot showing the proportion of nuclear *Aspa* mRNA and RI smFISH signal in single MCs, analyzed in Imaris from z-stacked images. Data are presented as mean  $\pm$  SD (N = 17).

**(B-D)** Separate channel images for Figure 2D. Scale bar, 10 $\mu$ m.

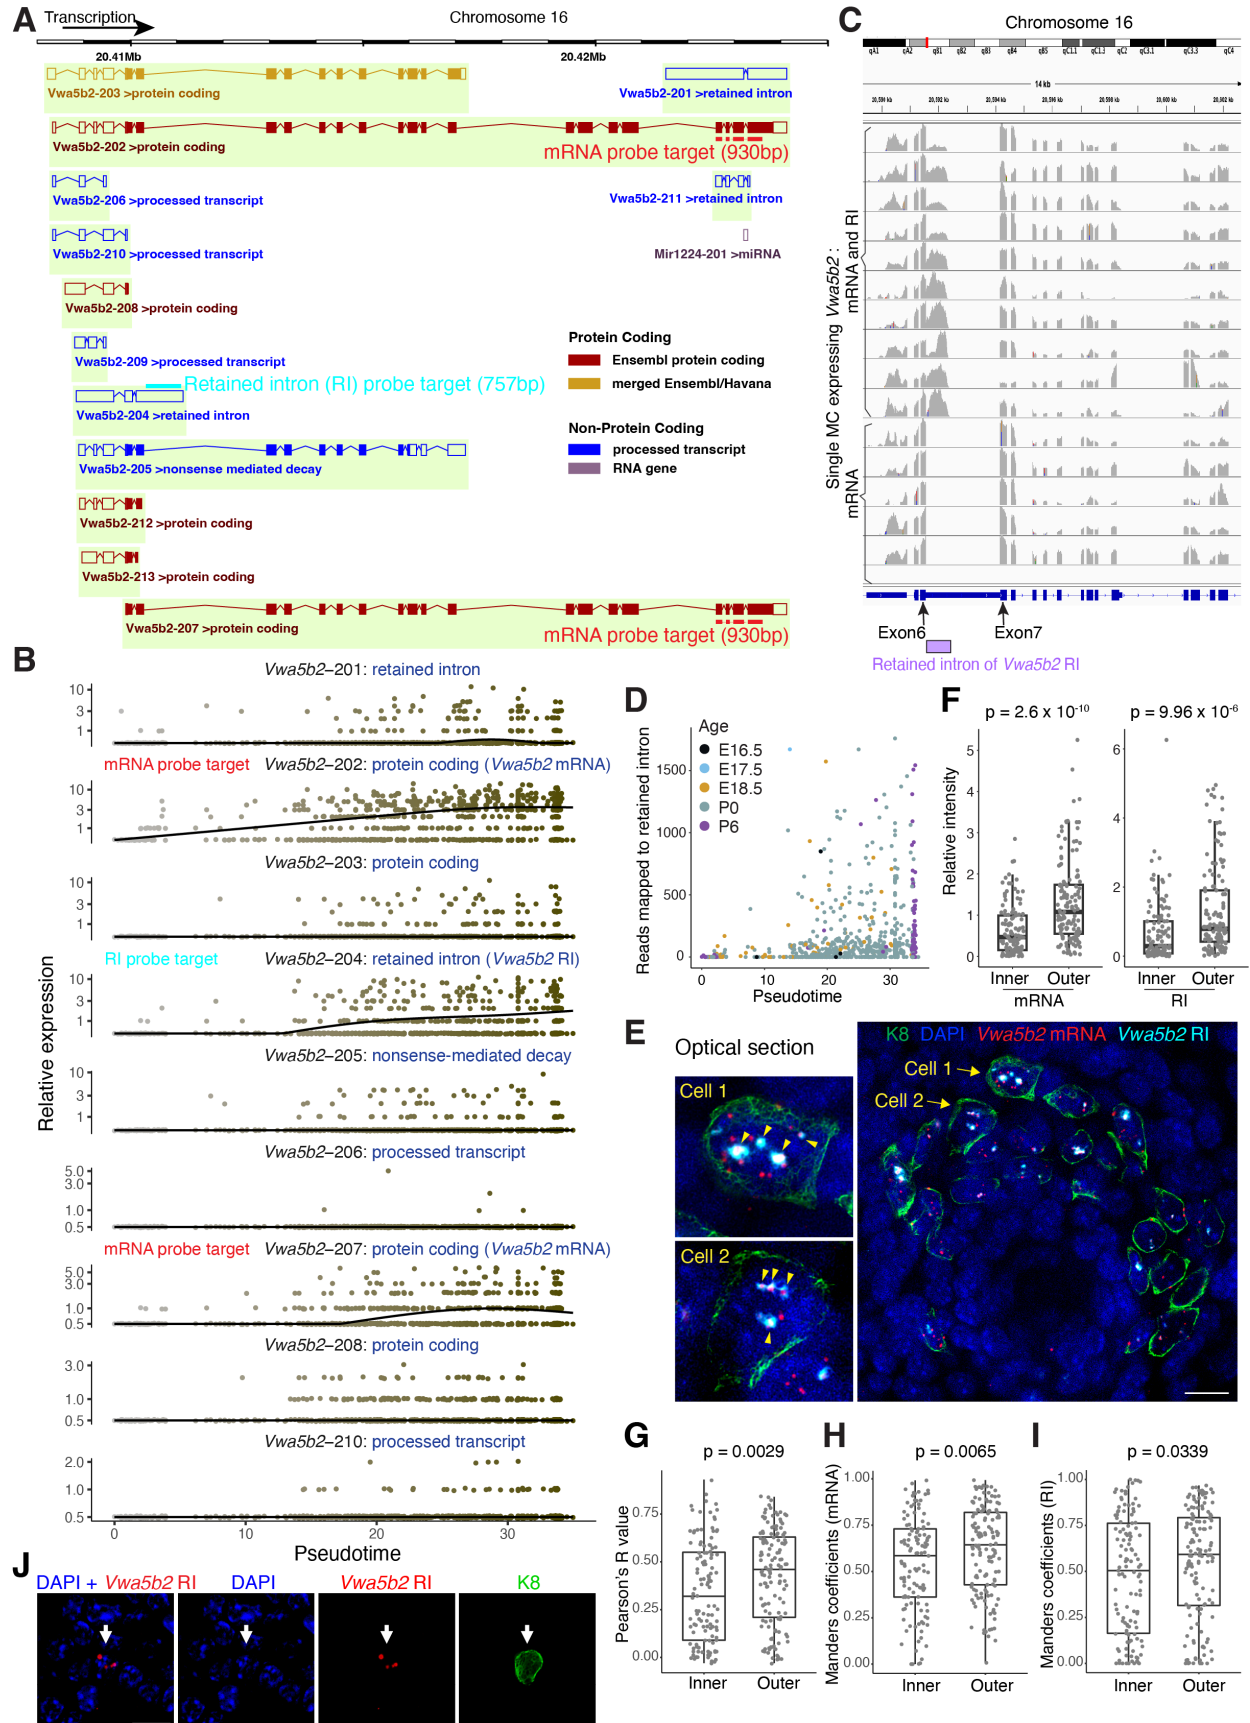

**Supplementary Fig. 5 The *Vwa5b2*-204 retained intron (RI) transcript forms extrachromosomal nuclear condensates in differentiating MCs that co-localize with *Vwa5b2* mRNA transcripts.**

**(A)** Transcript schematic of mouse *Vwa5b2* gene locus from Ensembl database. Mouse *Vwa5b2* gene locus encodes 13 different transcripts: *Vwa5b2*-201, 202..., 213. Rectangular boxes represent exons. Boxes with solid colors indicate protein-coding region. Bold lines indicate the target sequences of the smFISH probes which recognize mRNA transcripts *Vwa5b2*-202/207 (red) and the RI transcript *Vwa5b2*-204 (cyan).

**(B)** Scatter plots indicating the expression levels of *Vwa5b2* transcripts in single MCs along the pseudotime of MC differentiation.

**(C)** IGV-generated plot of sequencing reads aligned to *Vwa5b2* gene locus indicating RI transcripts in selected MCs.

**(D)** Scatter plot showing the read counts aligned to the retained intron of *Vwa5b2*-204 in single MC along the pseudotime of differentiation.

**(E)** Representative confocal optical section of whole mount smFISH displaying the expression of *Vwa5b2* mRNA (red) and *Vwa5b2* RI (cyan) transcripts in neonatal mouse epidermis. MCs, K8 immunostaining (green). Cell nuclei, DAPI (blue). Arrowhead indicates colocalization of *Vwa5b2* mRNA and *Vwa5b2* RI. Scale bar, 10µm.

**(F)** Boxplot showing the smFISH signal intensity of the target transcripts per cell in inner and outer touch dome MCs. Boxplots show median, interquartile range (IQR), and whiskers extending to 1.5 x IQR. Data were collected from 10 touch domes across 3 mice. N (Inner) = 121; N (Outer) = 137.

**(G-I)** Spatial correlation of *Vwa5b2* mRNA and *Vwa5b2* RI smFISH signal intensity in individual MCs as indicated by Pearson's correlation and Mander's split coefficients. Boxplots show median, interquartile range (IQR), and whiskers extending to 1.5 x IQR. Data were collected from 10 touch domes across 3 mice. N (Inner) = 121; N (Outer) = 137.

**(J)** Representative confocal optical section of smFISH displaying the extrachromosomal localization of *Vwa5b2* RI (red) transcripts in a dissociated mouse MC expressing K8 (green). Chromosome/DNA, DAPI (blue). Arrow, MC expressing *Vwa5b2* RI. Scale bar, 10µm.

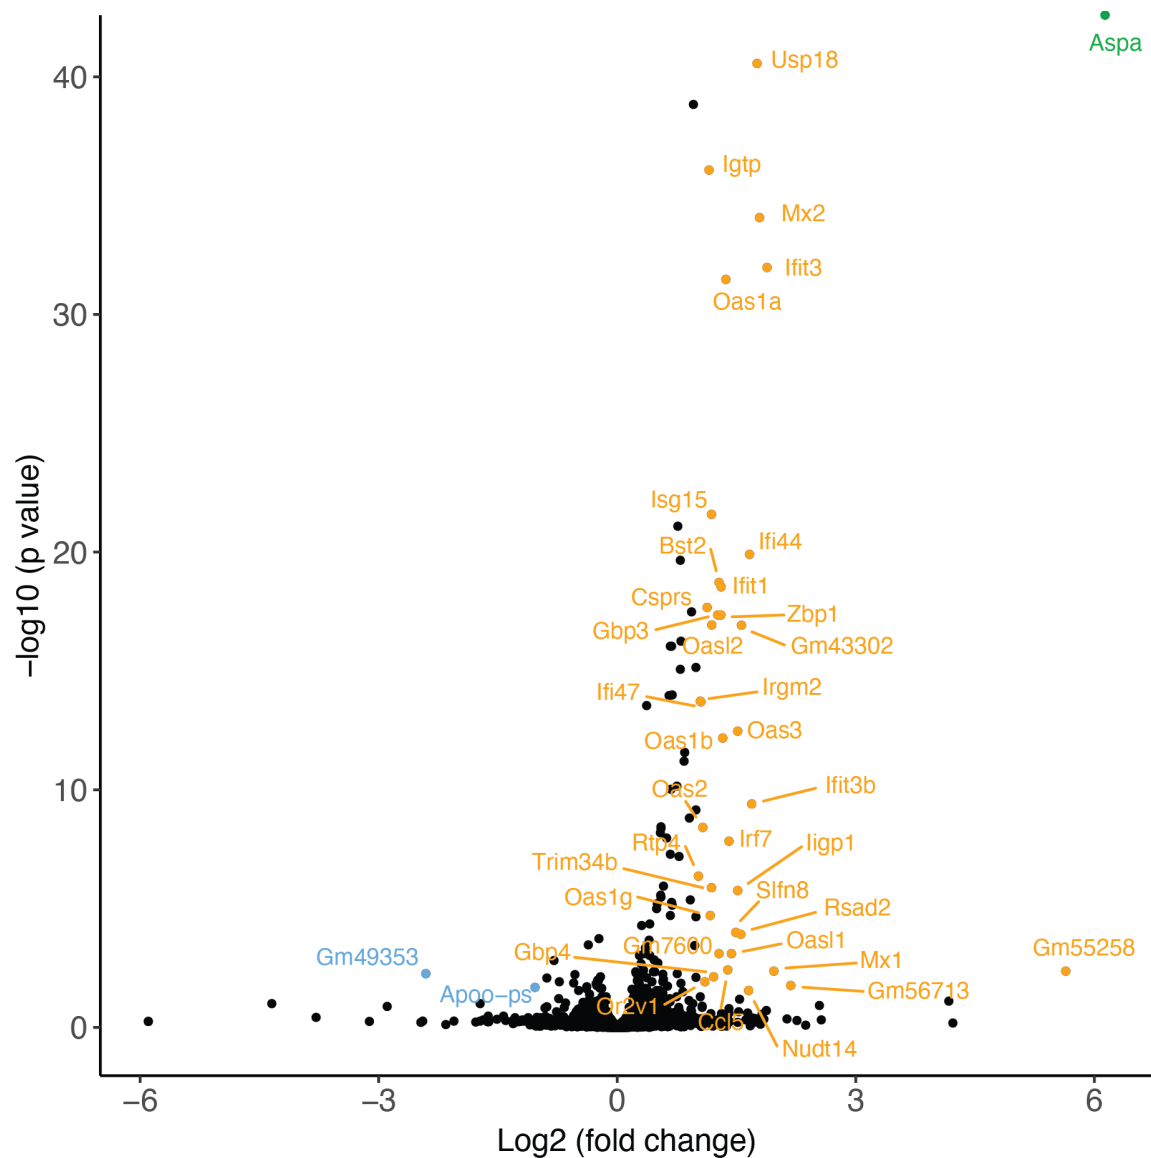

**Supplementary Fig. 6 *Aspa*-202 retained intron transcript does not induce a global reduction in RNA expression.** Volcano plot showing differentially expressed genes upon *Aspa*-202 overexpression compared to empty vector control. Upregulated genes (adjusted p-value < 0.05 and  $\log_2(\text{fold change}) > 1$ ) are shown in orange; downregulated genes (adjusted p-value < 0.05 and  $\log_2(\text{fold change}) < -1$ ) are shown in blue. *Aspa* shown in green, appears upregulated due to read mapping from the overexpressed retained intron transcript.

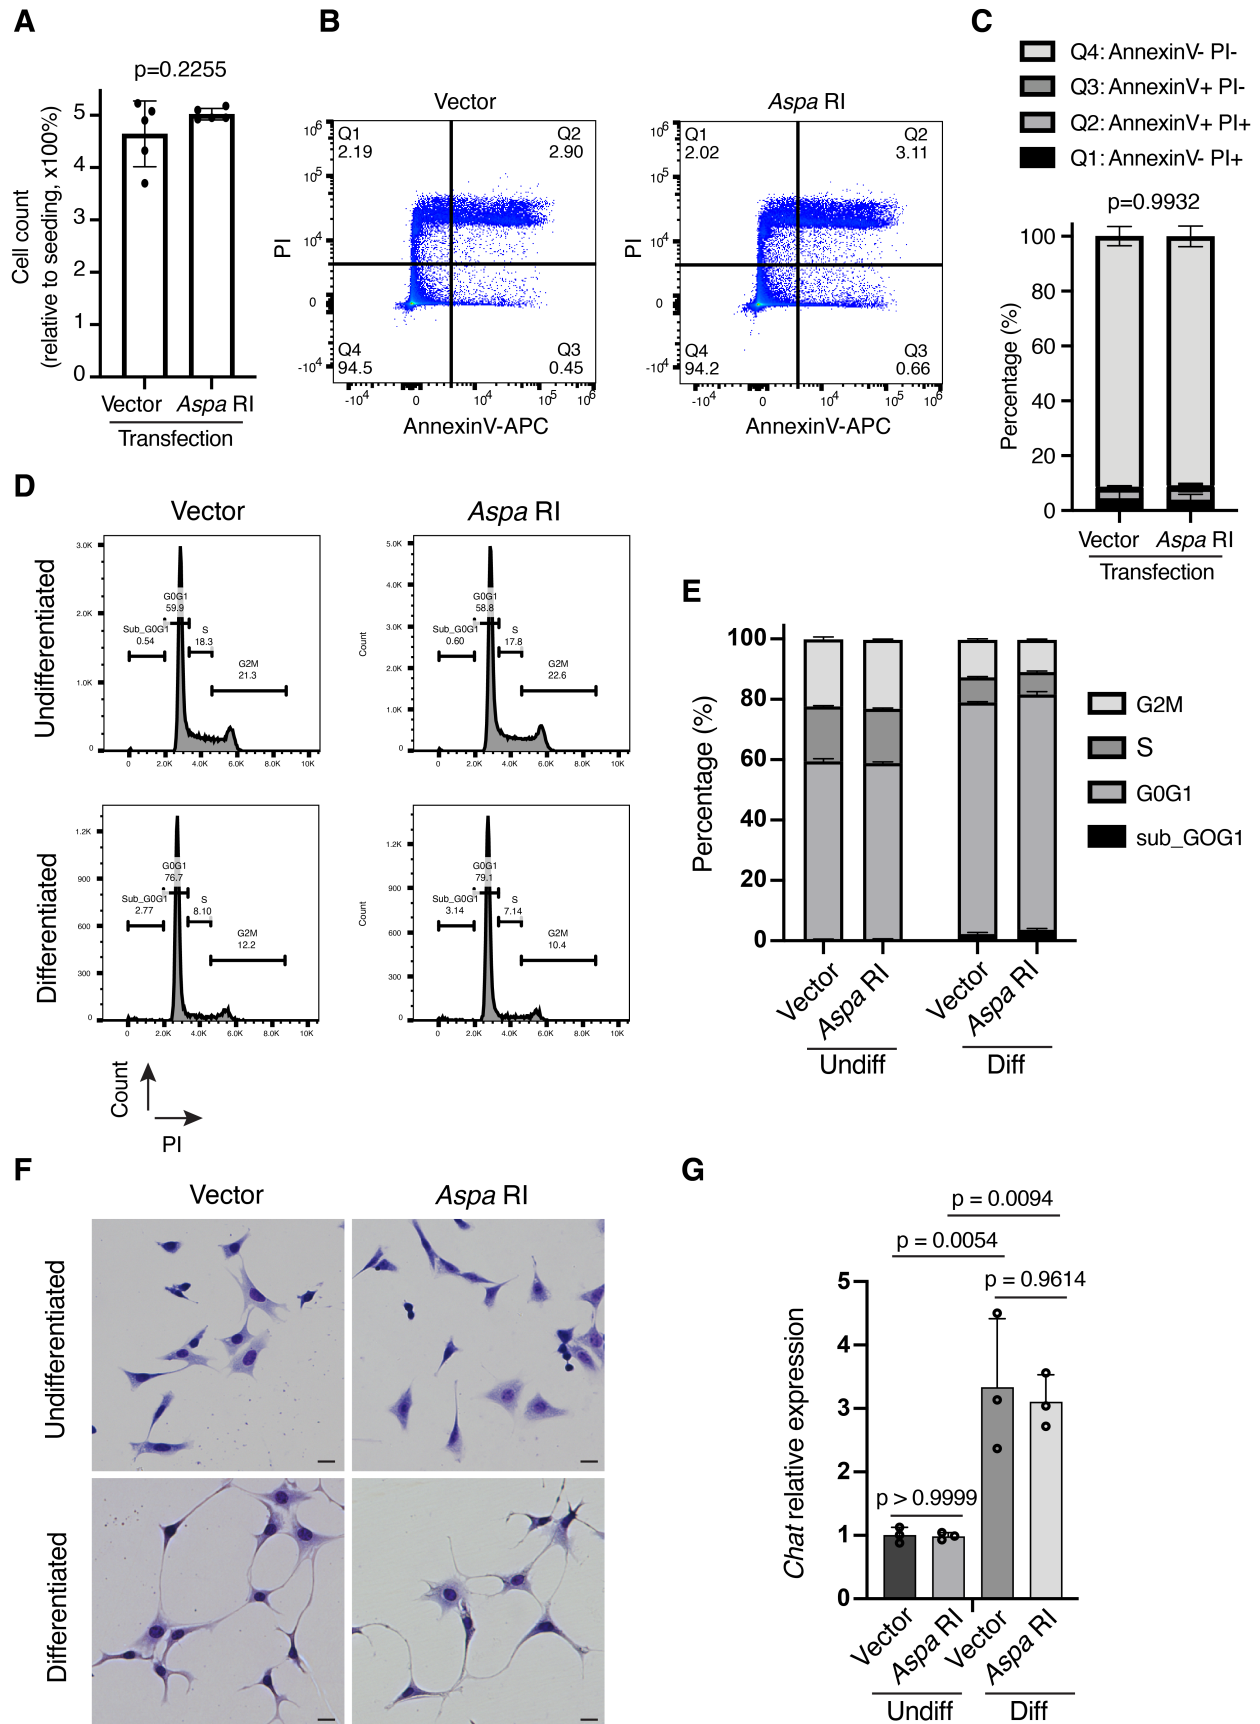

**Supplementary Fig.7 *Aspa*-202 retained intron transcript does not impact cell proliferation, apoptosis, cell cycle or neuronal differentiation of HT-22 cells.**

**(A)** Bar chart showing quantification of cell count 48 hours post-transfection, showing no difference in proliferation after overexpression of *Aspa* RI. Data are presented as mean  $\pm$  SD (N = 5).

**(B)** Representative flow cytometry dot plot showing cell apoptosis (Q2 + Q3) and necrosis (Q1), assessed by PI and Annexin V staining.

**(C)** Bar chart showing the quantification of apoptotic (Q2 + Q3) and necrotic (Q1) cells based on data from B). Data are presented as mean  $\pm$  SD (N = 4).

**(D)** Representative flow cytometry histogram depicting cell cycle distribution in both undifferentiated and differentiated HT-22 cells, assessed by PI staining.

**(E)** Bar chart showing the quantitative analysis of cell cycle phase distribution from (D). Undiff, undifferentiated; Diff, differentiated. Data are presented as mean  $\pm$  SD (N = 3).

**(F)** Representative Giemsa-stained images displaying the effect of *Aspa* RI expression on the cell morphology of both undifferentiated and differentiated HT-22 cells. Scale bar, 20  $\mu$ m.

**(G)** Bar chart showing relative expression of *Chat* mRNA normalized to *Rpl13a* after *Aspa* RI overexpression in both undifferentiated (Undiff) and differentiated (Diff) HT-22 cells. Data are presented as mean  $\pm$  SD (N = 3).

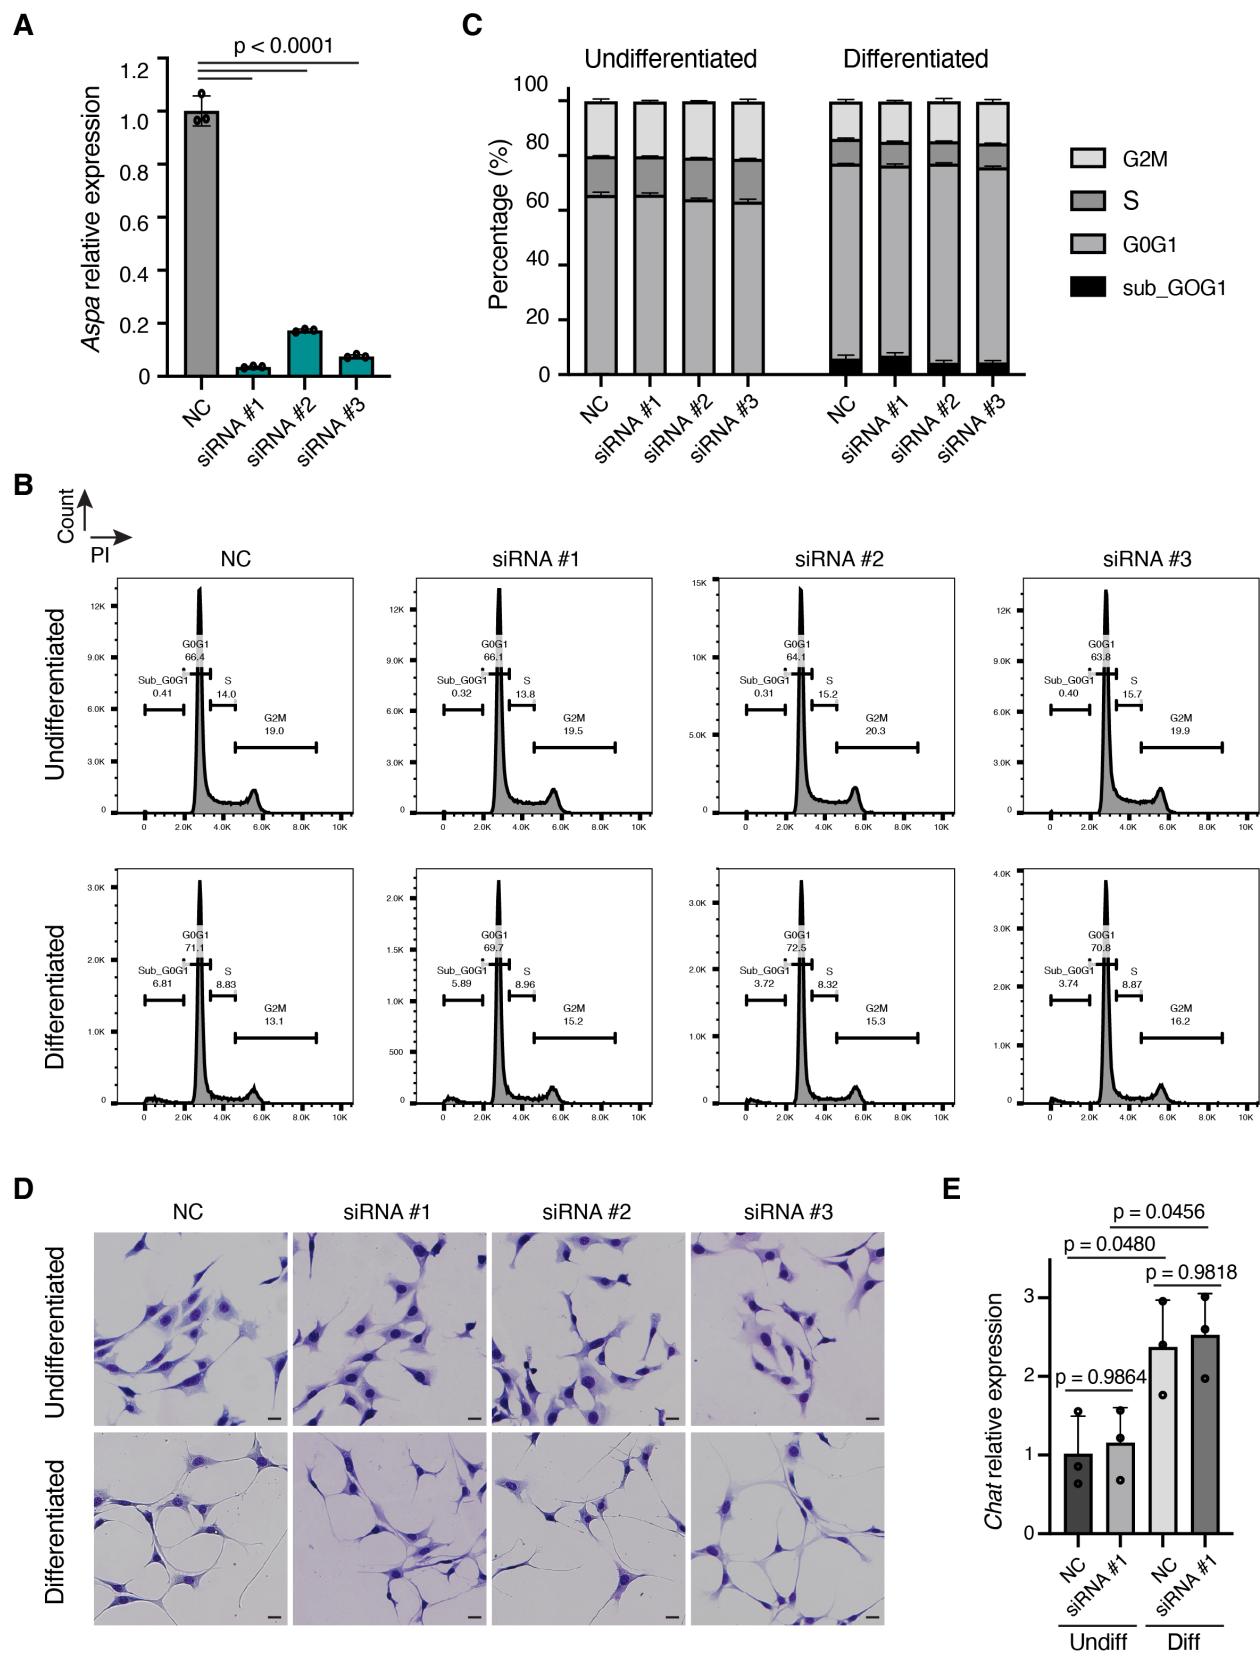

**Supplementary Fig. 8 *Aspa* knockdown does not impact HT-22 cell cycle or neuronal differentiation.**

**(A)** Bar chart showing relative expression of *Aspa* mRNA normalized to *Rpl13a* in HT-22 cells transfected *Aspa* or negative control siRNAs. Data are presented as mean  $\pm$  SD (N = 3), p values by ANOVA. NC, negative control non-targeting siRNA.

**(B)** Representative flow cytometry histogram depicting cell cycle distribution, assessed by PI staining.

**(C)** Bar chart showing the quantitative analysis of cell cycle phase distribution from (B). Data are presented as mean  $\pm$  SD (N = 3).

**(D)** Representative Giemsa-stained images displaying the cell morphology of differentiated HT-22 cells compared to undifferentiated control. Scale bar, 20  $\mu$ m.

**(E)** Bar chart showing relative expression of *Chat* mRNA normalized to *Rpl13a* in HT-22 cells subjected to different treatments. Undiff, undifferentiated; Diff, differentiated. Data are presented as mean  $\pm$  SD (N = 3).

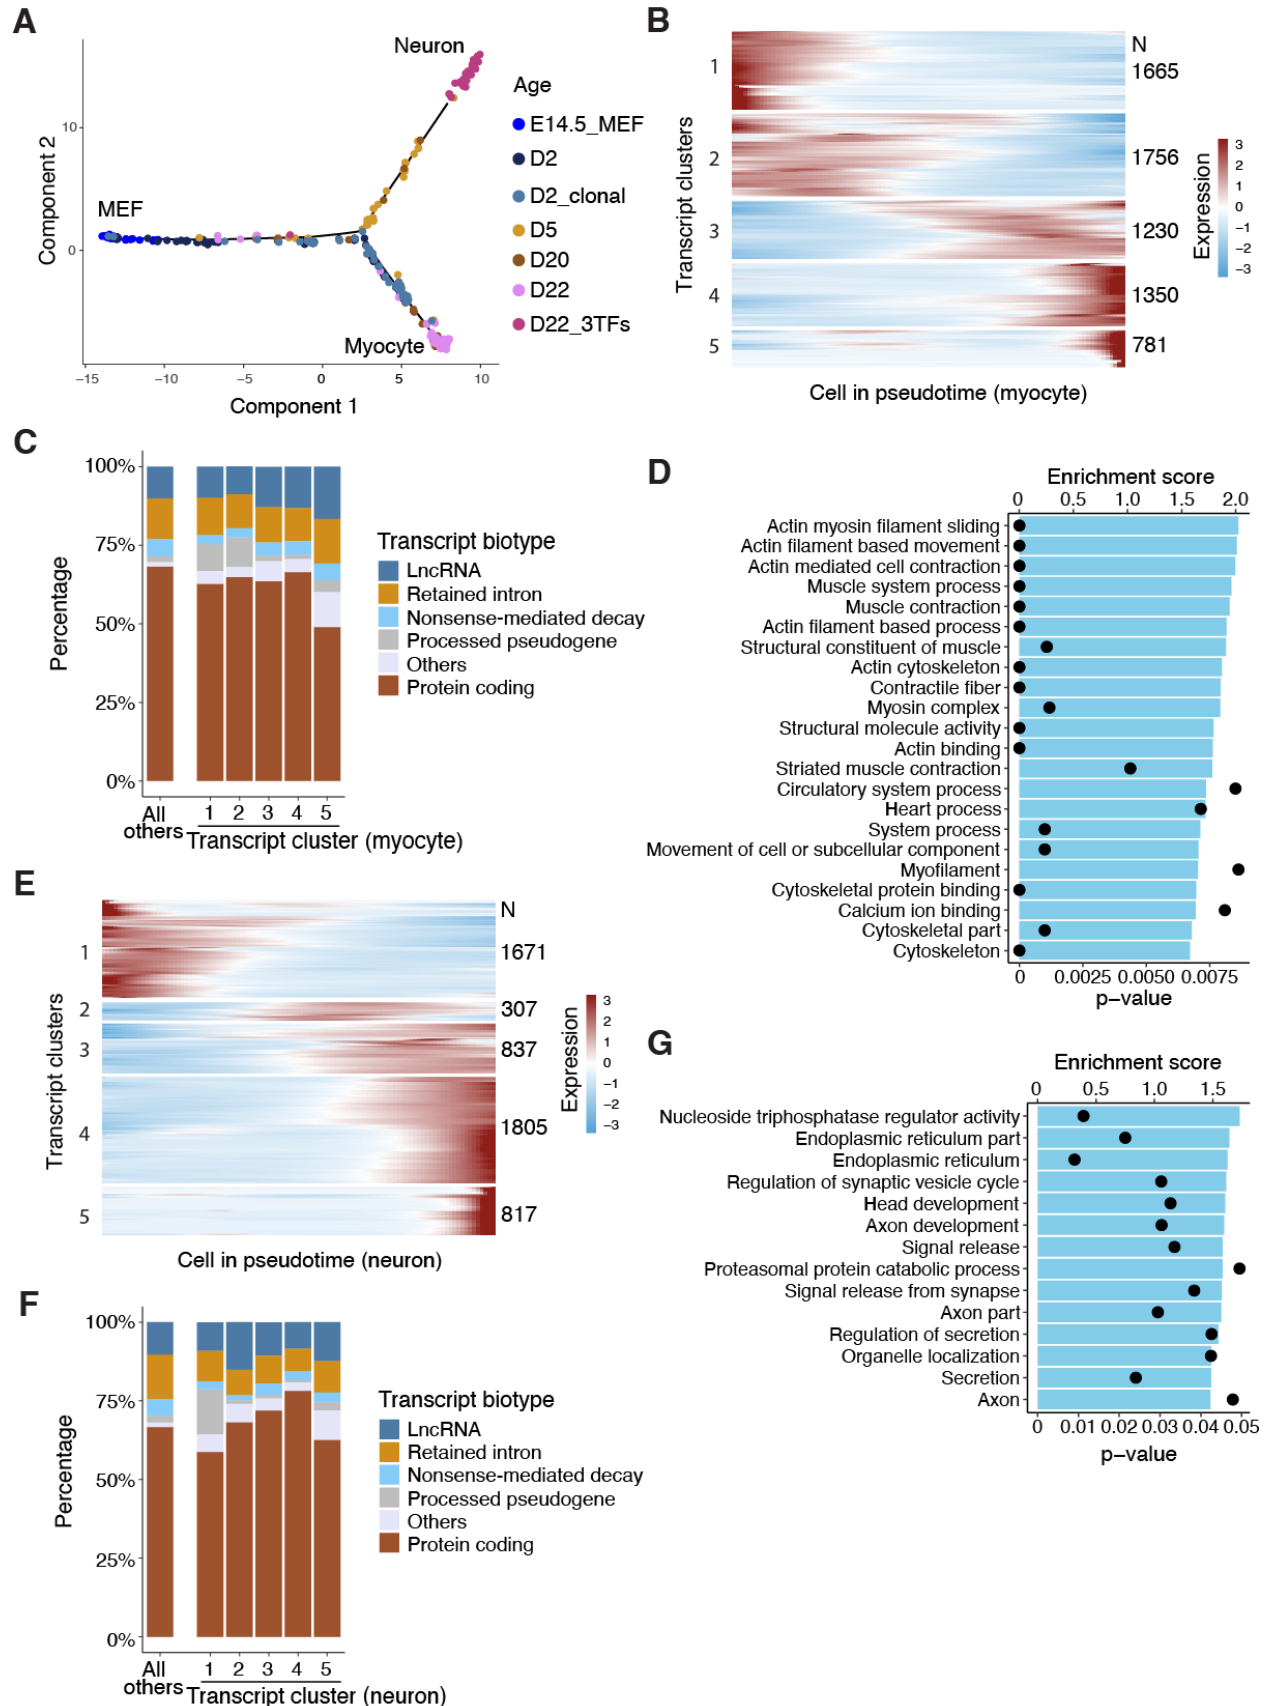

**Supplementary Fig. 9 Emergence of non-coding transcript biotypes is observed in differentiating myocytes and neurons derived in vitro from mouse embryonic fibroblasts (MEFs).**

**(A)** Monocle-generated trajectory plot representing single cell pseudotime ordering of MEFs differentiating to myocytes and neurons. E, embryonic day; D, in vitro protocol day; D2\_clonal, clonally selected source MEFs; D22\_3TFs, cells transduced with three transcription factors. See methods for details.

**(B and E)** Scaled and centered expression heatmaps of transcripts with dynamic expression over the differentiation pseudotime from MEFs to myocytes (B) and neurons (E). Transcripts are ordered by row and cells by column. Transcripts are clustered by their expression patterns over pseudotime. Numbers of transcripts per cluster are shown.

**(C and F)** Bar charts showing the relative proportion of transcript biotypes in each of the pseudotime-dependent transcript clusters and in all cells. All others: 13004 all other detected transcripts with TPM>10 in more than 21 MEFs/myocytes (C) and 16308 all other detected transcripts with TPM>10 in more than 14 MEFs/neurons (F). Chi-squared test:  $p < 2.2 \times 10^{-16}$  for protein coding vs. non-coding transcript numbers across all clusters, including “All others”.

**(D and G)** Top gene ontology terms associated with genes encoding non-coding transcript biotypes in transcript cluster 4 and 5 (highest expression in late/differentiated cells) during differentiation from MEFs to myocytes (D) and neurons (G). Bar magnitude, enrichment score; dot, p-value.

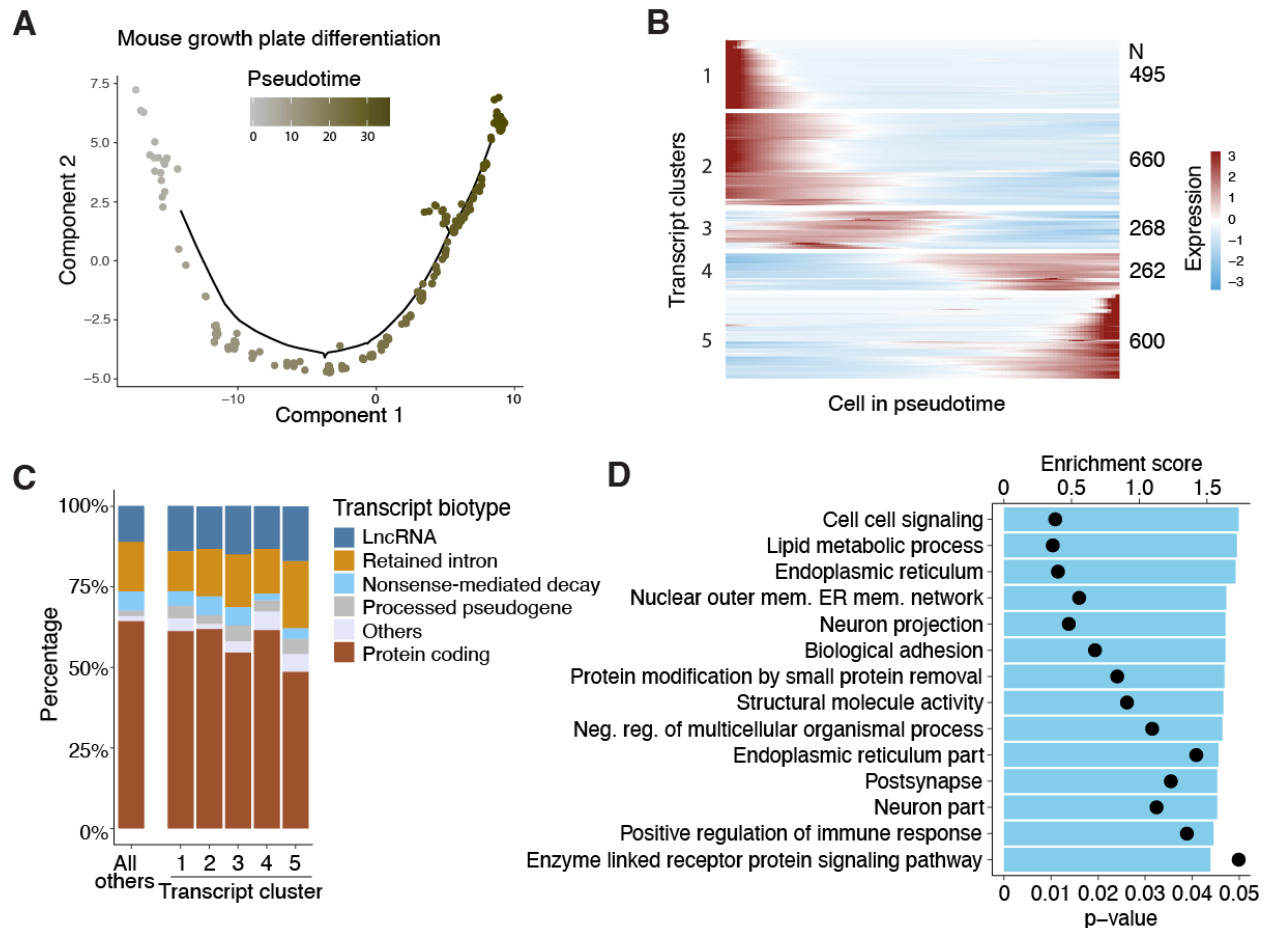

**Supplementary Fig. 10 Emergence of non-coding transcript biotypes is observed in differentiating mouse growth plate.**

**(A)** Monocle-generated trajectory plot representing differentiation pseudotime ordering of single mouse growth plate cells.

**(B)** Scaled and centered expression heatmap of transcripts with dynamic expression over the differentiation pseudotime of mouse growth plate. Transcripts are ordered by row and cells by column. Transcripts are clustered by their expression patterns over pseudotime. Numbers of transcripts per cluster are shown.

**(C)** Bar chart showing the relative proportion of transcript biotypes in each of the pseudotime-dependent transcript clusters and in all cells. All others: 21183 detected transcripts with TPM>10 in more than 7 cells. mem., membrane. Chi-squared test:  $p = 1.699 \times 10^{-14}$  for protein coding vs. non-coding transcript numbers across all clusters, including “All others”.

**(D)** Top gene ontology terms associated with genes encoding non-coding transcript biotypes in transcript cluster 4 and 5 (highest expression in late/differentiated cells) during mouse growth plate differentiation.

Bar magnitude, enrichment score; dot, p-value. Abbreviations: mem., membrane; Neg. reg., negative regulation.

**A**

Mouse lung alveolar type II cell differentiation

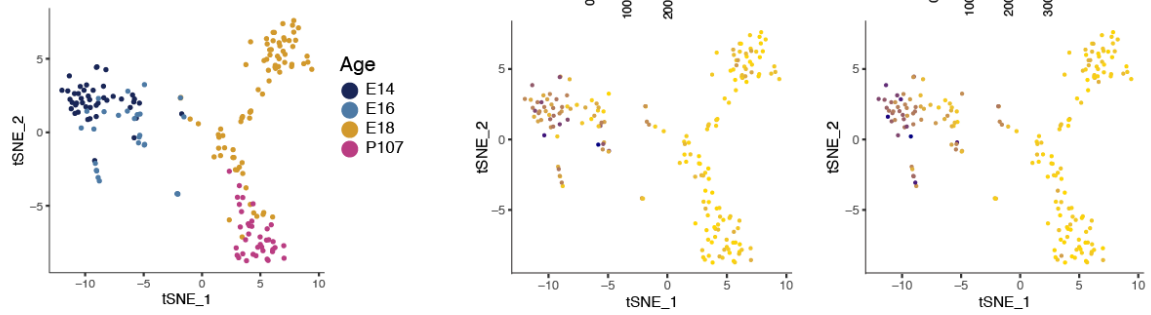**B**

Human NPCs differentiation to neurons

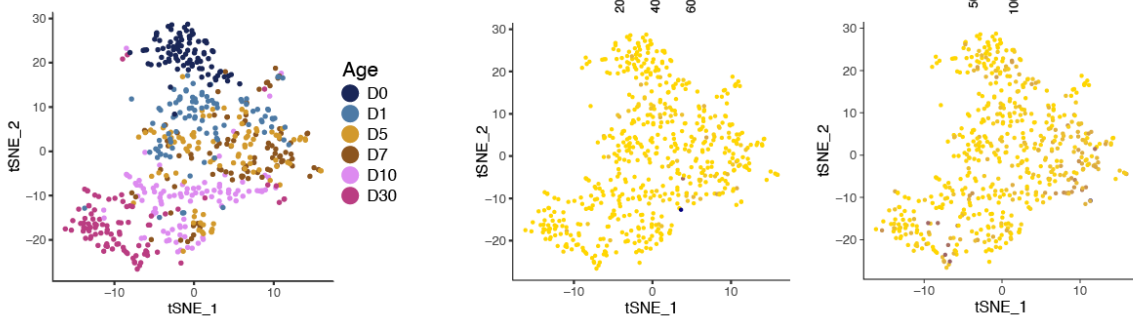**C**

MEF transdifferentiation to neurons and myocytes

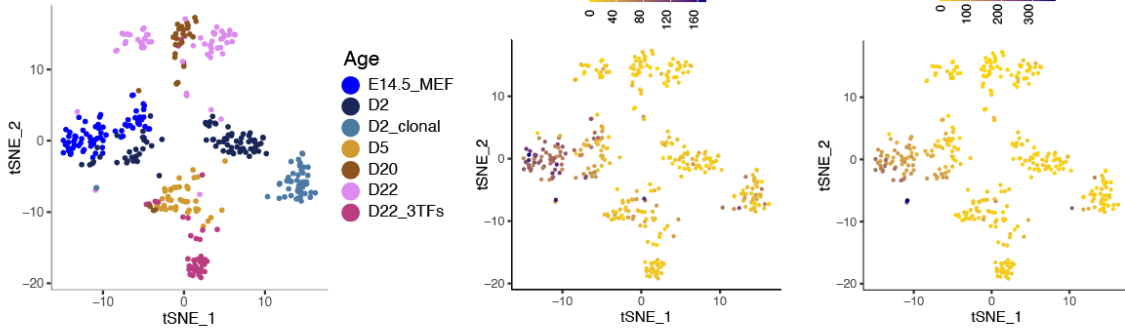**D**

Mouse growth plate differentiation

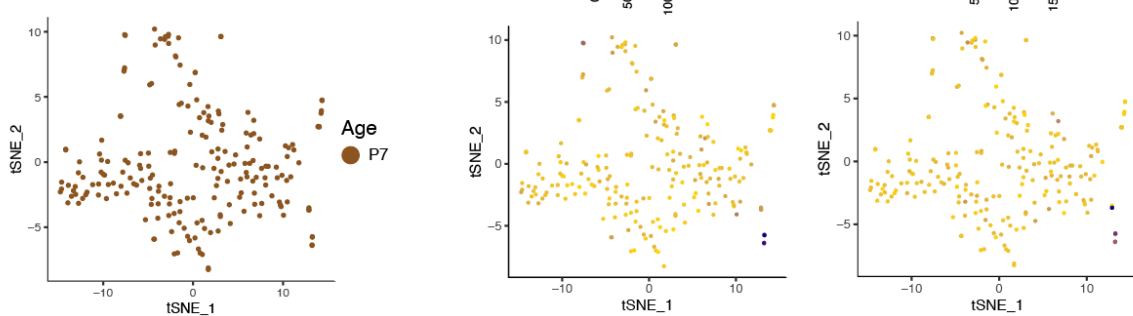

**Supplementary Fig. 11 Cell cycle genes are restricted to early differentiation stages in multiple cell types.**

How the deposited data were processed for this re-analysis (not part of the article)

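The data are Smart-seq2 profiles of 1057 single cells of mouse skin, sorted with the Sox2-GFP or the Gfi1-GFP reporter at ages between E16.5 and P6. The authors demultiplexed reads with Bcl2fastq, trimmed them to 100 bp with Trimmomatic, aligned them with STAR to GRCm38, estimated expression with RSEM, and corrected for index hopping. The authors deposited the result as TPM, the abundance of each transcript scaled to a fixed sum per cell, in 2 tables, of 49672 genes and of 123064 transcripts, and each cell sums to 1000000 in both up to rounding. Whether the deposited TPM values precede or follow the index hopping correction is not stated. For 49094 of 49401 genes, the gene value lay within 0.05 TPM of the sum of its transcripts in every cell. Read numbers per cell were not used here, so precision was not derived from depth, and the number of genes above 1 TPM was used in its place.

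Cells were grouped by their labels for cell type, reporter, age and sort. Results for Merkel cells (MCs) and their precursors used the 650 GFP-positive cells labelled Merkel cell and the 49 labelled keratinocyte, 1 cell more than the 698 of the paper. No animal or litter is labelled, so cells of the same reporter and age made up 1 pool, pools were the unit of every test, and no p-value was computed over cells. Where a value had no test, its spread was the SD between the MC pools of both reporters within an age, pooled over P0 and P6.

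Pseudotime was rebuilt with scanpy 1.11.5 by diffusion pseudotime, since Monocle was not at hand. It used log2(TPM+1), the 2000 most variable genes among those above 1 TPM in at least 35 cells, 10 principal components and 30 neighbours, and the root was the GFP-positive keratinocyte farthest from the centroid of the P6 MCs. Transcripts above 10 TPM in more than 58 cells counted as detected. The 3433 of them with the highest R2 of a natural cubic spline with 3 degrees of freedom were taken as dynamic, and Ward clustering of the scaled curves gave 5 clusters. Biotypes were taken from GENCODE vM21, which lacks 769 of the deposited transcript identifiers, and those transcripts were left out of shares. Shares carry exact binomial intervals, and the last cluster was compared with 10000 random lists of detected transcripts matched in 20 bins of mean expression, drawn with a fixed seed. Lists of neuronal, spliceosome, cell cycle and immediate early genes were written by hand before any value was seen.

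MCs at P6 and P0 were compared over the means of 4 pools with limma 3.58.1 under R 4.3.3, with a trend, the reporter as a covariate and Benjamini-Hochberg adjustment at 0.05. MCs and keratinocytes of the same pool were compared by an exact sign-flip permutation test over the 4 pools with at least 5 cells of each. The transcripts named are those that the paper names, the 6 non-coding transcripts of the last cluster with the largest fitted range that rose in both reporters, and the 3 largest rises and 3 largest falls from P0 to P6 among those called and changed the same way in both reporters. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The order, clusters and limma fit were tested on simulated data of the same size. There the order had a rank correlation of 0.998 with the simulated one. A last cluster simulated at 49.9% protein-coding was recovered at 49.9%. The simulated cells had no reporter difference, and each dynamic transcript followed 1 of 5 set shapes more strongly than its noise. Real dynamic transcripts had R2 down to 0.0270, so this recovery does not show how order and clusters behave with weak trends or a reporter split. Of the limma calls in simulated data, 10.7% were false at a nominal 5%. There every changed transcript was above the median expression and had a log2 change of 3, and the spread depended on expression alone. With 1 residual degree of freedom the variance prior of the reported fit was infinite.

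Alternatives covered the table and number of genes behind the order, the first principal component as order, each reporter and each title set alone, MCs alone, the pseudocount, the detection thresholds, the number of dynamic transcripts and of clusters, their selection, the terms and weights of the limma fit, and leaving out each pool. With a pool left out, a fit with age and reporter has no residual degree of freedom, so these fits had no reporter term. A reporter-centred order, the removal of the 10 genes with the highest TPM in any cell, and a wider count of lncRNA were added after seeing the data. Claims that rest on reads over introns or junctions, imaging, cell culture or other published data sets were not analysed here, and gene ontology terms were left out because no ontology was at hand. The names of the 8 neuronal genes with a late non-coding transcript in the preset order are not reported here.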

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

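The test of background RNA for Xist and chromosome Y genes and the test of the genes with the highest TPM were chosen after their results were seen.

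The paper does not report on the sex of the pools, and a signal appears in sex-linked genes. Among MCs at P0, 67.7% (exact 95% interval 61.2 to 73.7%) of Sox2-GFP cells had Xist and none of the genes Kdm5d, Uty, Ddx3y and Eif2s3y, against 0% of Gfi1-GFP cells (upper limit 1.22%), of which 93.4% (89.9 to 95.9%) had a chromosome Y gene without Xist. Background RNA or misassigned reads at the level of all cells would give each pool a like share, which the value of 67.7% argues against. A difference in sex between the animals of the pools stays open, as does a mislabelled group, since neither sex nor animal is labelled.

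Of 24 reported values, 8 changed in opposite directions in MCs of the 2 reporters from P0 to P6, with 1 pool on each side, and the difference between the reporters was not tested. Among all detected transcripts 41.5% did so, which makes opposite directions common between these pools. The protein-coding share of summed TPM changed by 1.44 percentage points in Sox2-GFP MCs and by -7.89 in Gfi1-GFP MCs. The genes AY036118, Ccer2 and CT010467.1 together took a median of 28.1% of TPM in Sox2-GFP MCs at P6 and 44.8% in Gfi1-GFP MCs at P6, against 21.4% and 15.7% at P0. In Gfi1-GFP MCs the mean share from P0 to P6 went from 4.49% to 10.5% for the lincRNA AY036118 and from 3.51% to 9.88% for the rRNA CT010467.1. For the protein-coding Ccer2 it went from 9.07% to 24.1%. In Sox2-GFP MCs the same genes went from 5.34% to 5.61%, from 4.82% to 3.87% and from 10.8% to 19.1%. That a few genes take a large share of the TPM may explain part of such changes, since without the 10 genes of highest TPM the change of the share over pseudotime went from 4.50 to -1.35, but the removal was not run on the change with age. Aspa-203 changed by -0.69 and 0.32, and Vwa5b2-201 by -0.24 and 0.78, on the log2 scale. The protein-coding transcripts ENSMUST00000100074.9 and ENSMUST00000161257.7 of Vwa5b2 changed by -0.58 and 0.74 and by -1.04 and 0.40. Among the markers, Krt5 changed by -1.88 and 1.69, Krt14 by -1.04 and 0.02, and Rab3b by 0.77 and -0.73. The Sox2-GFP pool at P6 holds 7 cells, and no biological explanation was tested for these 8 values.

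Among the 11 genes compared between MCs and keratinocytes over 4 pools, 0 had a pool far from the others by Dixon's criterion, which chance passes in about 1 in 20 groups.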

How the results depend on the processing

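Apart from the reporter-centred order, the removal or rescaling without the 10 genes of highest TPM, and the wider lncRNA count, which were tests chosen after the results were seen, the settings here were set before the data were examined. Of 20 leading values under their alternatives, 72 stayed within the spread of the reported value (counts within 1.5 times) and 68 moved further. Another 6 changed sign from a reported value larger than its spread. Sign changes of reported values smaller than their spread are among the 72 and 68. These were P6 minus P0 in median rank of Gfi1-GFP MCs (-0.00501) and the spliceosome score (-0.18). The former reached 0.508 in the reporter-centred order, and the latter was 0.053 in Gfi1-GFP cells alone. Of 40 values for single genes and transcripts, 46 alternatives moved, 20 lost and 5 gained a call, 6 changed sign and the others stayed. Unless stated, the cause was not tested. The correlation between gene and transcript orders (0.937 to 0.981) and the direction of the 9 markers between MCs and keratinocytes, with a pseudocount of 10 or without any 1 of the 4 pools, did not change.

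With the first principal component as order, the reporters' P0 difference in median rank went from 0.481 to 0.122 and the P6 minus P0 difference in Gfi1-GFP MCs from -0.00501 to 0.355. The number of markers with the paper's trend went from 9 to 3, with changes of -0.92 for Atoh1, -0.38 for Krt8, -0.56 for Krt18, -0.86 for Piezo2, -0.30 for Krt20 and -0.0256 for Rab3b. The protein-coding share then changed by -4.22 points of TPM and -2.36 points of transcript number, and the spliceosome score by -0.89. Title set 2 alone gave P6 minus P0 differences of 0.589 (Sox2-GFP) and 0.283 (Gfi1-GFP), and title set 1 has no Sox2-GFP MC at P6 and gave no value. In the reporter-centred order the P0 difference was -0.0501, by construction, and P6 minus P0 in Gfi1-GFP MCs 0.508. The changes in that order were -4.81 points of TPM, -3.49 without the 10 genes of highest TPM, -2.29 points of number, -0.90 for the spliceosome score and 2.22 for Aspa-202. In the preset order the share of TPM changed by -1.35 without these genes.

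Detected transcripts went from 15391 to 39056 with more than 9 cells and 9134 with 2 times as many cells as 58, by construction, and their protein-coding share from 74.9% to 59.99% and 79.6%. It was 67.2% above 1 TPM and 72.6% above 5 TPM, and lncRNA made up 8.03% with every processed transcript counted.

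The protein-coding share of the late cluster (74.6%) was 69.2% with the transcript table as order, 82.5% in MCs, 79.1% in Gfi1-GFP and 83.7% in Sox2-GFP cells alone, and 67.9% and 65.8% in title sets 2 and 3. It was 79.9% with a pseudocount of 10, 70% with 1700 and 62.1% with 5000 dynamic transcripts, 80.8% for the largest fitted range, 68.2% for the latest transcripts without clustering and 68.99% with the genes per cell removed. Among the alternatives set in advance, its interval lay wholly above that of the other transcripts in MCs, Gfi1-GFP and Sox2-GFP cells alone. The same held with a pseudocount of 10, with more than 9 cells and for the largest fitted range. Of the 20 alternatives set in advance, 12 put it below the other transcripts, 5 with intervals apart. Of the 8 added ones, all reporter-centred, 0 did, with 78.97% in the otherwise preset setting, 82.4% for the latest transcripts, 79.7% and 82.4% with values not centred, 83.6% for the latest by fitted range and 82.8% with 8 clusters. Neuronal genes numbered 4 among the genes of the latest transcripts in place of 8, in a shorter list, which is 5.56% of genes against 4.26%.

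The share of transcript number (-1.48) changed by -2.49 above 10 TPM, -0.396 in MCs, 0.164 in Gfi1-GFP and -2.27 in Sox2-GFP cells alone, and -2.48, -0.143 and -1.13 in the title sets. Genes with a retained intron transcript and an mRNA in the same cell went from 7.38% of annotated genes to 4.16% above 10 TPM and 6.90% in title set 3. Aspa-201 rose by 7.22 in Gfi1-GFP cells, and Aspa-202 by 0.54 with a pseudocount of 10, 2.15 in Gfi1-GFP and 2.25 in Sox2-GFP cells. Aspa-202 was present in 46.9% of MCs above 0 TPM, 20.6% above 10 TPM, 25.1% of Gfi1-GFP and 35.3% of Sox2-GFP MCs. The spliceosome score changed by -0.47 in Sox2-GFP cells and by -1.74 as a median, which was -2.67 in the reporter-centred order.

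At P6 against P0, 0.305% of transcripts (47) were called higher and 0.617% (95) lower. Without the reporter covariate limma called 0.00650% (1) and 0%, with 1594 at an unadjusted p under 0.05, and with weights 2.11% and 9.06% (1395). Fits with a pool left out had no reporter term, so they mix age with the difference between the reporters and are to be read against the fit without the covariate. Leaving out a pool gave 0.0260% to 11.2% higher and 0.0455% to 28.9% lower, with the lone pool of an age assumed to vary like the others. The calls were 16 and 8 without Sox2-GFP P0, 4 and 7 without Gfi1-GFP P0, 30 and 54 without Sox2-GFP P6, and 1729 and 4441 without Gfi1-GFP P6. Rescaling without the 10 genes of highest TPM gave 61 higher and 68 lower and moved the median transcript from -0.24 to -0.15. Tppp3-201, Cck-201, Gm13394-201, Gm12033-201, Mfap2-201 and Tubb3-201 each lost their call without the covariate, as did Aspa-201 and Aspa-204, and Aspa-201 also with a pseudocount of 10. Calls were lost without Sox2-GFP P0 for Aspa-201 (3.94) and Aspa-204 (3.60). Without Gfi1-GFP P0 they were lost for Tppp3-201 (4.05), Gm13394-201 (2.98), Aspa-201 (1.58) and Aspa-204 (2.67). Without Sox2-GFP P6 they were lost for Tppp3-201 (3.75), Cck-201 (4.68), Gm13394-201 (3.60), Aspa-201 (1.34) and Aspa-204 (1.57). Aspa-202 (2.63) and Vwa5b2-202 (1.86) were called without Gfi1-GFP P6, and with weights both were called, as was the retained intron transcript of Vwa5b2. Read numbers were not used here, so what depth limits is not given.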

Differences from the paper's values

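The tests with the wider count of lncRNA and with the reporter-centred order were chosen after the results were seen.

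Among transcripts outside the clusters, the paper shows lncRNA at about 8% in Fig. 1C, read by eye, and the value here is 1.42%. No alternative set before the data were examined changes the biotype groups. With every processed transcript counted as lncRNA, chosen after seeing the values, it is 8.36%.

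The paper states that its latest cluster is protein-coding less often than the other transcripts. In the preset order the last cluster was protein-coding in 74.6% against 74.1% of the transcripts outside, and the paper's value for its cluster 5 is 51.4%. No setting reached the paper's value, and the lowest share was 62.1%, with 5000 dynamic transcripts. The shares in MCs, Gfi1-GFP cells and Sox2-GFP cells alone, with a pseudocount of 10, with more than 9 cells, for the largest fitted range and in every reporter-centred setting were more than 1.5 times the paper's, and those of the other settings were not.

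The paper describes a course of pseudotime from embryonic to postnatal cells. In the preset order over all cells, P6 minus P0 in median rank was 0.259 for Sox2-GFP and -0.00501 for Gfi1-GFP MCs, and Sox2-GFP MCs had a median rank of 0.33 at E18.5 and 0.264 at P0. Of the alternatives set before the data were examined, the transcript table gave -0.231 for Gfi1-GFP MCs, while title sets 1, 2 and 3 alone gave 0.255, 0.283 and 0.245 and the first principal component 0.355. With the first principal component, Sox2-GFP MCs followed the order of age, with 0.102 at E18.5, 0.431 at P0 and 0.89 at P6. However, 6 of the 9 markers then went against the paper's trend, and Sox2-GFP keratinocytes at P6 lay near the late end, at a median of 0.947. In the reporter-centred order, chosen after seeing the values, P6 MCs ranked above P0 MCs in each reporter, by 0.410 and 0.508, and Sox2-GFP MCs at E18.5 (0.75) still ranked above those at P0 (0.5).

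The paper gives 13600 transcripts outside the clusters, and the value here is 11958, within 1.5 times. With more than 9 cells it was 35623, and with 2 times as many cells as 58 it was 5701.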

Other observations

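The tests of title sets and of immediate early and cell cycle genes on the split of reporters, both tests on the latest transcripts without clustering, the test of low expression over all settings, and the test of the genes with the highest TPM were chosen after the results were seen.

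The paper reports a lower protein-coding share late in pseudotime, and 4 technical explanations were weighed for the last cluster, although in the preset order its share (74.6%) was not below that of the transcripts outside (74.1%). With the number of genes per cell removed from the transcript values, the last cluster held 1090 transcripts with a biotype. Its share was 68.99%, below the 75.2% of the others, which argues against that number acting through the values. The order was kept as it was, so an effect of that number on the order stays open. Differences between title sets stay open, since the last cluster differed from the others by -0.071 points in set 1, within counting error, and by -7.28 and -8.84 points in sets 2 and 3. Low expression is argued against, since in each of 29 settings the median of random lists matched on expression lay above the interval of the transcripts outside, by 1.49 points or more over their share, where low expression would need it below. In the preset order the share stood at percentile 5.01 of these lists, whose median was 77.4%. A difference between the reporter strains stays open, since in each reporter alone the last cluster lay above the others, by 5.25 points in Gfi1-GFP and 10.8 in Sox2-GFP cells. For the latest transcripts without clustering, low expression is argued against by a percentile of 0.16, and the reporter difference stays open, since in the reporter-centred order the share was 82.4%. The lower share of these latest transcripts (68.2%) may therefore follow the reporters rather than time.

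P0 MCs split by reporter in the rebuilt order, by 0.481 in median rank. The split was 0.414 with protein-coding genes only and without EGFP, Xist and chromosome Y genes, 0.362 in the title set where it was smallest, 0.474 in cells matched on genes per cell, and 0.460 without immediate early and cell cycle genes. Among cells with a chromosome Y gene and no Xist it was 0.484, with median ranks of 0.758 in Gfi1-GFP and 0.274 in Sox2-GFP cells, and Sox2-GFP cells with Xist alone had 0.241. Each value argues against its explanation as the whole cause. A litter or sorting day, which coincides with the reporter, and a biological difference between the strains stay open and were not tested.

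Of the retained intron transcripts in clusters 4 and 5, 25.7% (17.7 to 35.2%) belong to genes whose protein-coding TPM fell, and 4.88% (2 of 41) in the reporter-centred order. Whether reads of a rising mRNA are assigned to the retained intron transcript of its gene cannot be told apart from a rise of that transcript, because reads over introns were not analysed here and the orders give different shares.

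At P6 against P0, the largest rises in MCs were protein-coding in 78.3% (73.01 to 82.97%) and as many of the largest falls in 86.8% (82.3 to 90.6%). By reporter they were 82.6% and 84.7% in Sox2-GFP MCs and 71.9% and 81.5% in Gfi1-GFP MCs. Rises minus falls, in percentage points with 95% intervals for counting error only, was -8.54 (-14.8 to -2.26) in the mean of both, -2.14 (-8.27 to 4.01) in Sox2-GFP and -9.61 (-16.5 to -2.62) in Gfi1-GFP MCs. In dermal papilla cells from E16.5 to P6 the shares were 87.5% for rises and 83.3% for falls, a difference of 4.27 (-1.60 to 10.1). These are Sox2-GFP cells, and in Sox2-GFP MCs the interval includes 0, so a property of ageing skin cells in Gfi1-GFP mice stays open, as does a biological difference between the cell types, which was not tested.

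Aspa averaged 494 TPM in MCs, 67.8 in GFP-positive keratinocytes and between 0.81 and 1.28 in GFP-negative MCs and keratinocytes, dermal papilla cells and hematopoietic cells. The highest of the means of the GFP-negative keratinocyte, dermal papilla and hematopoietic groups was 1.46 times the lowest, and background RNA or misassigned reads at a common level is a candidate explanation for these values.

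The protein-coding share of summed TPM rose by 4.50 points over pseudotime and changed by -1.35 points, with a pool SD of 0.765, once the 10 genes of highest TPM were left out. That a few genes take a large share of the TPM is a candidate explanation for the rise. The criterion of this test was first written as a change within 1 pool SD of 0, which -1.35 did not meet, and was reworded after the value was seen to a share that no longer rises by more than 1 pool SD.

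Mean log2(TPM+1) of the immediate early genes was 4.16 and 4.90 in Sox2-GFP and Gfi1-GFP MCs at P0, and 3.77 and 3.57 at P6. For cell cycle genes of S phase it was 0.99, 1.01, 0.79 and 0.73 in the same order, and for those of G2 and M phase 0.87, 0.92, 0.76 and 0.69.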
